# Gene expression variation in *Arabidopsis* embryos at single-nucleus resolution

**DOI:** 10.1242/dev.199589

**Published:** 2021-07-06

**Authors:** Ping Kao, Michael A. Schon, Magdalena Mosiolek, Balaji Enugutti, Michael D. Nodine

**Keywords:** *Arabidopsis*, Embryo, Single-nucleus RNA-seq, Gene expression, Transcription factor, Epigenetic

## Abstract

Soon after fertilization of egg and sperm, plant genomes become transcriptionally activated and drive a series of coordinated cell divisions to form the basic body plan during embryogenesis. Early embryonic cells rapidly diversify from each other, and investigation of the corresponding gene expression dynamics can help elucidate underlying cellular differentiation programs. However, current plant embryonic transcriptome datasets either lack cell-specific information or have RNA contamination from surrounding non-embryonic tissues**.** We have coupled fluorescence-activated nuclei sorting together with single-nucleus mRNA-sequencing to construct a gene expression atlas of *Arabidopsis thaliana* early embryos at single-cell resolution. In addition to characterizing cell-specific transcriptomes, we found evidence that distinct epigenetic and transcriptional regulatory mechanisms operate across emerging embryonic cell types. These datasets and analyses, as well as the approach we devised, are expected to facilitate the discovery of molecular mechanisms underlying pattern formation in plant embryos.

This article has an associated ‘The people behind the papers’ interview.

## Abstract (precis)

**Highlighted Article:** A transcriptome atlas of *Arabidopsis* embryos constructed from single nuclei reveals cell-specific epigenetic and transcriptional regulatory features.

## INTRODUCTION

Metazoans and land plants establish their body plans during embryogenesis (Dresselhaus and Jürgens, 2021; Gerri et al., 2020), and corresponding gene regulatory mechanisms have evolved independently in these two major eukaryotic lineages to help generate the immense morphological diversity observed in nature (Bai, 2015; Clark et al., 2006; Meyerowitz, 2002). For example, in animals it has been long recognized that maternal gene products control initial pattern formation before the transition of control from the maternal to the zygotic genome (Lee et al., 2014; Tadros and Lipshitz, 2009). By contrast, transcriptional activation of the zygotic genome soon after fertilization is necessary for zygote elongation and initial divisions in *Nicotiana tabacum* (tobacco) (Zhao et al., 2011) and the model flowering plant *Arabidopsis thaliana* (*Arabidopsis*) (Kao and Nodine, 2019; Zhao et al., 2019). In addition, the vast majority of genes regulating *Arabidopsis* embryo morphogenesis are zygotically expressed (Nodine and Bartel, 2012; Zhao et al., 2019) and required (Meinke, 2020; Muralla et al., 2011). Therefore, genes are expressed from the zygotic genome during initial stages of embryo development, and the diversification of gene expression programs across plant embryonic cell types contributes to the formation of the basic body plan. Characterizing how gene expression programs are established in individual cell types of early embryos is crucial to understand the molecular basis of pattern formation in plant embryos, and more broadly the general and unique principles of embryonic patterning in multicellular organisms.

Forward genetic screens successfully identified many genes that are required for proper plant embryogenesis (Lukowitz et al., 2004; Mayer et al., 1998; Meinke, 2020), but relatively few mutations in genes encoding cell-specific transcriptional regulators were recovered. This is at least partially due to the high degree of genetic redundancy among plant transcription factors (TFs) that typically belong to multigene families (Riechmann, 2002). As an alternative approach, RNA populations can be characterized to infer gene-regulatory processes underlying cellular differentiation events. Transcriptomes generated from early embryos at various stages of development have accordingly yielded insights into the biological processes operating during different embryonic phases (Belmonte et al., 2013; Hofmann et al., 2019; Xiang et al., 2011; Zhao et al., 2019). However, these transcriptomes were generated from whole embryos. Additional studies have revealed genes that are preferentially expressed in broad (Belmonte et al., 2013; Casson et al., 2005; Chen et al., 2021; Slane et al., 2014; Zhou et al., 2020) or more specific (Palovaara et al., 2017) regions of plant embryos, but either lack cellular resolution or were contaminated with RNAs derived from the maternal seed coat that encompasses the developing embryo (Schon and Nodine, 2017).

Single-cell mRNA-sequencing (scRNA-seq) has been instrumental towards understanding developmental events at cellular resolution over the past decade (Chen et al., 2019; Hwang et al., 2018). Several studies have applied these approaches to plant tissues (Brennecke et al., 2013; Efroni and Birnbaum, 2016; Jean-Baptiste et al., 2019; Ryu et al., 2019; Satterlee et al., 2020; Shulse et al., 2019; Song et al., 2020; Xu et al., 2021; Zhang et al., 2019), but scRNA-seq has yet to be reported for individual cell types in plant embryos. This is primarily due to the presence of rigid cell walls that hold plant cells together. Although cell walls can be removed by enzymatic treatment of tissues that are easy to access, such protoplasting techniques remain impractical for early embryos because they are deeply embedded within maternal seed tissues. Single-nucleus mRNA-sequencing (snRNA-seq) (Habib et al., 2016) offers an alternative method to inspect transcriptomes at single-cell resolution in plants and has been recently applied to roots (Farmer et al., 2021) and endosperm tissues within seeds (Long et al., 2021; Picard et al., 2021). Here, we present a workflow to obtain contamination-free high-quality transcriptomes from individual early embryonic nuclei followed by their assignments to the precursors of the most fundamental plant tissues including the shoot meristem, distal regions of the root meristem and epidermal and vascular tissues. Remarkably, these initial embryonic cell types already express characteristic sets of genes, have different evolutionary trajectories and appear to be regulated by distinct epigenetic and transcriptional mechanisms.

## RESULTS

### Acquisition of contamination-free transcriptomes from individual embryonic nuclei

To acquire single-cell transcriptomes of early *Arabidopsis* embryos, we used fluorescence-activated nuclei sorting (FANS) coupled with snRNA-seq (Fig. 1A,B). More specifically, we used a transgenic line expressing nuclear-localized green fluorescent protein (GFP) under the control of the embryo-specific *WUSCHEL-RELATED HOMEOBOX 2* (*WOX2*) promoter (pWOX2::H2B-GFP, pWOX2::tdTomato-LTI6b; hereafter referred to as pWOX2::NLS-GFP) to fluorescently label nuclei in embryos but not the surrounding endosperm or maternal tissues (Fig. 1A) (Gooh et al., 2015). We chose to focus on globular-stage embryos because this is when the precursors to the most fundamental plant tissues emerge along apical-basal and radial embryonic axes (Palovaara et al., 2016). Briefly, we fixed siliques or seeds containing globular-stage embryos with a low concentration of dithiobis (succinimidyl propionate) (DSP) before nuclei isolation to preserve RNA. Nuclei were also stained with 4′,6-diamidino-2-phenylindole (DAPI), and intact nuclei were selected based on DAPI profiles (Fig. S1A,C). Embryonic nuclei were then isolated based on their strong GFP signal (Fig. S1B,D) and sorted individually into 96-well plates. Fixed nuclei were decrosslinked with dithiothreitol (DTT) to enable the generation of cDNA and the Smart-seq2 protocol (Picelli et al., 2014a,b) was used to construct next-generation sequencing (NGS)-compatible libraries. NGS libraries were then sequenced on an Illumina HiSeq 2500 followed by the alignment of NGS reads to the Araport11 transcriptome (Cheng et al., 2017) and transcript quantification by Kallisto (Bray et al., 2016) (Fig. 1B). 

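The data of this experiment are 744 snRNA-seq libraries, 1 per sorted nucleus, from globular embryos of Col-0 plants at 72 hours after pollination. They lie on 8 plates of 93 nuclei, and the plate is the only replicate the labels give. Each Smart-seq2 library holds full-length cDNA from 1 nucleus without unique molecular identifiers, so a read is not an independent molecule, and every interval or limit given with these data covers counting error only. For each nucleus the authors deposited the reads that Kallisto estimated for each gene, as whole numbers without normalization. Of the features listed, 32222 are nuclear genes that take 88.7% of the counts in retained nuclei. Mitochondrial genes take 7.28% and chloroplast genes 2.02%. The paper turned TPM values into census counts in Monocle3 before it clustered nuclei, a step that was not repeated here. The deposited estimated counts were used instead, and nuclei were grouped anew by Leiden clustering in scanpy on genes transcribed by RNA polymerase II. The genes that the paper names and that are tested between classes were left out of the clustering. Other genes tested could take part in it. Clusters were named from a list of markers fixed in advance and are called suspensor-like, protoderm-like and so on, since they are not the paper's clusters. Counts of the nuclei of a class were summed within each plate and compared between classes with edgeR's quasi-likelihood test (two-sided) with plate as a block, so that n is the number of plates. Expression levels are CPM (counts scaled to 1000000 per sum) after TMM normalization, given as mean ± SD over plates, and p-values are adjusted by the Benjamini-Hochberg method over all genes tested. Each well received 1 sorted nucleus and no doublet caller was run, so wells with more than 1 nucleus would remain among the libraries.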

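Counting the deposited features directly, with at least 100000 counts and at least 1000 detected features, retained 534 nuclei, 71.8% of all (95% exact binomial interval 68.4 to 75%). Of the others, 157 had too few counts and 182 too few features, and 129 failed on both. Between 46 nuclei (plate 5) and 83 nuclei (plate 4) were retained per plate, which is 49.5% and 89.2% of the wells. The looser limits of 50000 counts and 500 features retained 643 nuclei, and the stricter limits of 200000 counts and 1500 features moved the number most, to 393.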

After quality controls (see Materials and Methods), 534 out of 744 (72%) nuclei were retained for further analyses. 

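In the retained nuclei 22306 features were detected in at least 3 nuclei, of which 22080 are nuclear genes, and 26947 features had a count in any nucleus. A retained nucleus had on average 545623 estimated counts and 2775 detected features, and over all 744 wells the means were 413739 counts and 2183 features. The retained nuclei of a plate held between 21257765 counts (plate 5) and 50998340 counts (plate 1), with a median of 38814947 over the plates. The median depth of a nucleus was lowest on plate 2, at 295777 counts, and highest on plate 1, at 596452 counts. Depth and detected features did not go together across plates, since the median nucleus had 1644 features on plate 1 and 3745 on plate 4. Requiring a feature in at least 10 nuclei left 18073 features, and the stricter limits on nuclei left 21710.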

A total of 24,591 genes were detected from all nuclei with an average of 440,289 aligned reads and 2576 detected genes per snRNA-seq library (Fig. S1E,F; Table S1). Therefore, our approach allowed us to acquire high-quality RNA-seq libraries from hundreds of individual embryonic nuclei.

**Fig. 1.**
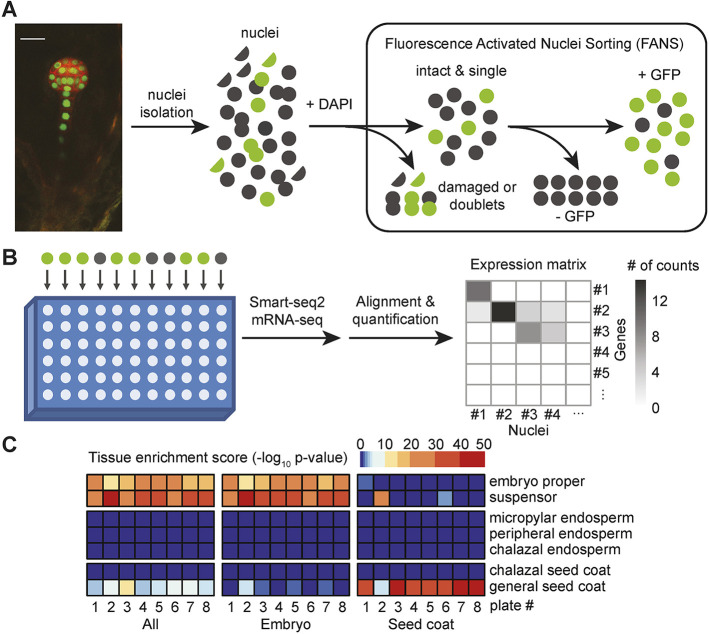
**Acquisition of contamination-free transcriptomes from individual embryonic nuclei.** (A) Schematic showing collection of single embryonic nuclei. GFP-positive fixed nuclei from pWOX2::NLS-GFP transgenic developing seeds were sorted and collected by FANS. Scale bar: 20 μm. (B) Diagram showing how single-nucleus libraries were generated with a modified Smart-seq2 protocol (Picelli et al., 2014a,b), sequenced and individual gene expression quantified. (C) Maternal contamination assessment and removal. Nuclei from each plate were assigned as embryonic or seed-coat-derived according to the unsupervised clustering and tissue enrichment tests (Fig. S2A-C). Tissue enrichment tests based on the mean expression of all nuclei or nuclei categorized as embryo or seed coat are shown.

Contamination of early embryonic mRNA-seq datasets with RNAs from surrounding maternal seed tissues has been a major limitation to embryo transcriptomics (Schon and Nodine, 2017). To evaluate the level of maternal contamination in individual snRNA-seq libraries, we applied the tissue enrichment test (Schon and Nodine, 2017). Although we attempted to achieve 99.9% accuracy with our stringent FANS selection (Fig. S1), embryonic nuclei comprised only 0.1-1% of seed nuclei and thus false positive events were non-negligible and further filtering was required. Accordingly, 20-50% of the snRNA-seq libraries per plate were significantly enriched for either seed coat or endosperm transcripts, whereas remaining snRNA-seq libraries were enriched for embryonic transcripts or had ambiguous identities (Fig. S2A). 

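Tissue enrichment scores against published seed tissues were not analysed here, and nuclei with seed coat identity were instead found as clusters. From 10 fixed seed coat markers, 1 cluster of 67 retained nuclei was named seed-coat-like, and no cluster met the same criteria for endosperm. The seed-coat-like share of the retained nuclei was 5% on plate 1, 8.2% on plate 2, 15.1% on plate 3, 30.1% on plate 4, 13% on plate 5, 7.55% on plate 6, 8.86% on plate 7 and 8.47% on plate 8. Over all plates it was 12.6% (95% exact binomial interval 9.86 to 15.7%). A clustering at a resolution multiplied by 2 gave 15.4%, the largest move among the alternatives set in advance.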

To systematically identify contaminated snRNA-seq libraries, we conducted unsupervised clustering on all libraries and labeled them according to their tissue enrichment scores (Fig. S2B,C). Because clusters 12 and 13 were enriched for libraries with seed coat contamination, we excluded them from subsequent analyses (Fig. S2B,C). 

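Leaving out the seed-coat-like cluster left 467 nuclei. Its transcripts were not confined to it. BANYULS (BAN), a seed coat marker, was detected in 98.5% of seed-coat-like nuclei, at a median depth of 522787 counts, and in 64% of the embryo-proper-like nuclei, at 496386 counts. Suspensor-like nuclei had BAN reads in 58.5% of cases. With every nucleus thinned to 100000 reads, these shares were 95.5%, 57.7% and 48.7%. CHALCONE SYNTHASE (CHS) reads were present in 98.5% of seed-coat-like and 81.5% of embryo-proper-like nuclei, TRANSPARENT TESTA 12 (TT12) reads in 55.2% and 18.5%, and INNER NO OUTER (INO) reads in 10.4% and 1.35%. These shares in embryo-proper-like nuclei run from 1.35% to 81.5%, so they set no single limit for background. Detection of a gene in another tissue's nuclei is therefore not taken here as expression there. The source of these reads was not tested, and the paper holds wrongly sorted maternal nuclei, not ambient RNA, to be the major source of contamination.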

To further evaluate how well we could remove non-embryonic nuclei, we combined the expression levels of snRNA-seq libraries from each plate and performed tissue enrichment tests (Fig. 1C). Retained and excluded nuclei were enriched for embryonic and seed coat cell types, respectively. Moreover, transcriptomes from the retained nuclei were more similar to published embryonic transcriptomes (Hofmann et al., 2019; Nodine and Bartel, 2012) than those from discarded nuclei (Fig. S2C). Altogether, our stringent criteria allowed us to successfully remove non-embryonic snRNA-seq libraries and obtain 486 high-quality snRNA-seq libraries from embryonic cells.

### Identification of embryonic cell types

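The new clustering gave 10 clusters, of which the fixed markers named 8. A pair of clusters with 114 and 38 nuclei was suspensor-like, together 152 nuclei and at least 11 per plate. The smaller one was led by TGA10, SULTR1;2, WRKY61 and RLP15 among others. Protoderm-like nuclei numbered 107 in a pair of clusters, one of them (46 nuclei) led by the DNA replication genes RPA70D, RECQI1, BRCA2 and TSO2. A further 59 nuclei were vascular-like and 56 dividing-like, and these with the protoderm-like nuclei make up the 222 embryo-proper-like nuclei. The quiescent-center-and-columella-like cluster held 34 nuclei, led by WOX5, GA3OX2, JKD and WIP5 among others, and no cluster was shoot-meristem-like. Neither this class nor the protoderm-like one was found in every other clustering that was run. Between suspensor-like and embryo-proper-like nuclei all genes were compared with classes made without the gene under test: the genes were split at random into a pair of sets of equal size, nuclei were clustered on one set and the genes of the other were tested. Of 12846 genes tested, 1145 had an adjusted p-value under 0.05, 496 higher and 649 lower in suspensor-like nuclei, and the median gene lay at a log2 difference of −0.28. DESeq2's size factors and Wald test moved the count most, to 4202 genes. The tests were tried on data simulated from these libraries, with groups of the size of the classes named above and not of those made on split genes. Counts were drawn from a model with edgeR's own dispersions, so the false calls given here hold under that model. At a set log2 difference of 2, 90% of the calls of DESeq2 were false and edgeR made 0 false calls, and at 6 75.5% were false and edgeR made 3. In the same simulation edgeR recovered 3 of 192 genes set to a log2 difference of 2 and 146 of 191 set to 6, so a gene not called here may still differ. The 5 largest increases among genes with at least 50 CPM and 1 direction on every plate were AT3G05730, NAC015 (AT1G33280), 5PTASE11 (AT1G47510), AT3G49300 and RDR1 (AT1G14790). In the classes made on split genes, which held 127 or 107 suspensor-like nuclei, AT3G05730 had 34963 counts in suspensor-like and 1 in embryo-proper-like nuclei, a ratio of 36140 (95% interval 6486 to 1427000) after scaling to the total counts of each class. The ratio was 7182 (95% interval 1988 to 59310) for 5PTASE11, 11120 (95% interval 1995 to 439300) for AT3G49300 and 11840 (95% interval 2125 to 467700) for RDR1. These genes had 1 or 2 counts each in embryo-proper-like nuclei. NAC015 had 7223 counts in suspensor-like nuclei and none in embryo-proper-like nuclei, at least 3555-fold higher when set against a limit of 3 counts. The 5 largest decreases had no counts in the suspensor-like nuclei of these classes: AT4G38062 was at least 10280-fold lower, AT3G15720 at least 8017-fold, AT3G51720 at least 5365-fold, AT1G49870 at least 4477-fold and AT5G66230 at least 4404-fold. Of the 152 suspensor-like nuclei of the clustering above, 4 had reads of AT3G15720.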

Unsupervised uniform manifold approximation and projection (UMAP) clustering of snRNA-seq libraries was able to distinguish embryo proper and suspensor nuclei, but not individual cell types (Fig. S3A). The inability of unsupervised UMAP clustering to resolve individual cell types could be due to the relatively low number of snRNA-seq libraries used (*n*=486) or the transient fates of early embryonic cell types. Nevertheless, as an alternative to unsupervised clustering we used enrichments and depletions of known cell-specific transcripts in each nucleus to determine how likely it was for each nucleus to come from each cell type. We first identified 174 reference genes expressed in embryos from the literature and recorded their expression patterns as either expressed or not expressed in the cell types present in globular embryos (Table S2; Fig. 2A). More specifically, nine cell types are found in globular embryos (Palovaara et al., 2016) and can be classified based on whether they derive from the larger basal cell or smaller apical cell formed upon zygote division. The corresponding basal cell lineage (BCL) consists of the terminally differentiated suspensor, which connects maternal tissues with the embryo proper, as well as the columella and quiescent center initials, which are precursors to distal regions of the root meristem. Unlike the BCL, the apical cell lineage (ACL) divides along the radial embryonic axis to form concentric tissue layers. The outermost protoderm, middle ground tissue initials and innermost vascular initials produce the epidermal, ground and vascular tissues, respectively; whereas the shoot meristem initials will produce aerial tissues after germination. Presence or absence of these reference genes were then used in hypergeometric tests to compute cell-type scores for each nucleus of these nine cell types in all 486 snRNA-seq libraries (see Materials and Methods). We then performed UMAP clustering on the cell-type scores, and identified 12 clusters that were each enriched for a specific cell type (Fig. 2A,B). We also identified one cluster (cluster 4) that was enriched for multiple cell types and had substantially fewer genes detected per snRNA-seq library compared with the other clusters. 

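In the new clustering, 1 of the unnamed clusters had few detected genes. It held 39 nuclei with a median of 1374 detected features and 255141 counts, 0.536 times the median depth of their plates. No set of fixed markers was raised in it, and it came from all 8 plates, with at most 11 nuclei from one of them. The median number of detected features in the named clusters lay between 2295 and 3893. The other unnamed cluster, of 20 nuclei with a median of 2781 features, was led by stress-responsive genes such as RHL41, ZAT6, SPX1 and COR47.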

We discarded the snRNA-seq libraries belonging to this cluster from subsequent analyses because of their poor quality, which may be due to being generated from aggregated or fragmented nuclei. Cell-specific reference transcripts tended to co-localize to the same cluster (Fig. 2C; Fig. S3B) indicating that clustering on cell-type scores recapitulates expression patterns of reference markers. For example, WOX5 and JACKDAW (JKD) transcripts are highly enriched in the quiescent center initials (Haecker et al., 2004; Welch et al., 2007) and co-localize to cluster 12. Therefore, by highlighting the differences among cell types based on a reference gene set we were able to resolve the 486 snRNA-seq libraries into 12 clusters representing distinct cell types.

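WOX5 reads were found in 60 retained nuclei and JKD reads in 121. Both were present in 42 nuclei, where 13.8 would be found if the genes were detected independently on each plate, a ratio of 3.04 (95% Poisson interval 2.21 to 4.05). Of these nuclei, 25 belonged to the quiescent-center-and-columella-like cluster and 5 to the seed-coat-like cluster. Thinning every nucleus to 100000 reads left 41 nuclei with both against 12 expected. WOX5 was detected in 82.3% of quiescent-center-and-columella-like nuclei (median depth 381968 counts) and in 10.4% of seed-coat-like nuclei, and JKD in 88.2% and 19.4%. After thinning the shares in the first class were 79.4% for WOX5 and 85.3% for JKD. Summed by plate, WOX5 (AT3G11260) stood at 1163 ± 746 CPM in this class and 35.6 ± 30.4 CPM in the other 500 nuclei (n = 8 plates), a fitted log2 difference of 5.36 (10.56 relative to the median gene, standard error 0.81, adjusted p = 2.39e-07). JKD (AT5G03150) stood at 1113 ± 531 and 83.6 ± 21.6 CPM, with a difference of 3.62 (8.82 relative to the median gene, standard error 0.67, adjusted p = 5.49e-05). The median gene of this comparison lay at −5.20, since sums over few nuclei hold many zero counts. Changes in this class are given relative to it as well. A gene read in many nuclei need not share that shift, so the relative values can overstate a change. The levels of WOX5 and JKD lie near their fitted differences, to which the standard errors and p-values belong. Since 6201 of 13465 genes were called lower here, adjustment over all genes raises a p-value near the threshold only little, so these calls are lenient. The other 500 nuclei include the 67 seed-coat-like ones. With equal numbers of nuclei drawn from each side of every plate, an alternative added after seeing the data, the median gene lay at 0.16, and WOX5 differed by 11.40 and JKD by 3.16, the latter no longer past the threshold over all genes.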

**Fig. 2.**
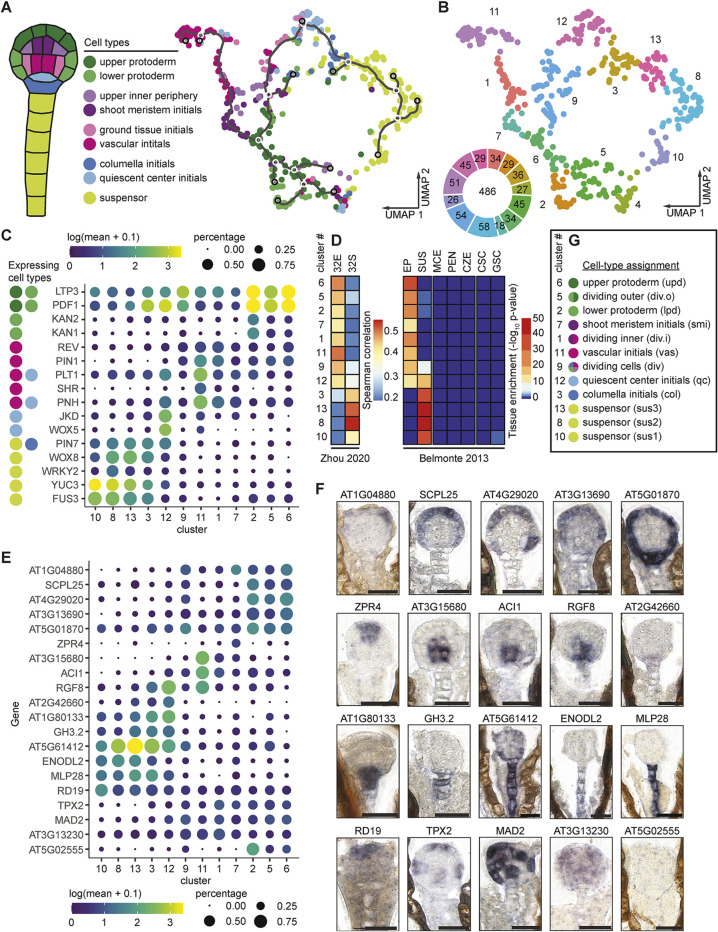
**Identification of embryonic cell types.** (A) Resolving nine defined cell types by supervised clustering. Marker genes expressed in at least one of the nine cell types were used to calculate cell-type scores with hypergeometric tests. Each dot represents a nucleus and nuclei were labeled according to the cell type with the highest cell-type score. (B) The thirteen clusters corresponding to A. The number of nuclei for each cluster is indicated in the donut plot. (C) Dot plot illustrating expression patterns of known cell type-specific markers. The cell types in which a marker gene is expressed were color-coded according to A. The sizes of dots represent the percentage of nuclei in which the transcript was detected for each cluster and the colors represent the log_10_-transformed mean expression levels of each cluster. (D) Spearman's correlation coefficients between cluster mean expression and published globular-stage embryo proper (32E) and suspensor (32S) transcriptomes (Zhou et al., 2020) (left). Tissue enrichment test results based on cluster mean expression using published transcriptomes from seed tissues as a reference (Belmonte et al., 2013; Schon and Nodine, 2017) (right). EP, embryo proper; SUS, suspensor; MCE, micropylar endosperm; PEN, peripheral endosperm; CZE, chalazal endosperm; CSC, chalazal seed coat; GSC, general seed coat. (E) Dot plot of expression patterns of transcripts selected for RNA ISH as in C. Dot plots for the remaining 13 RNA ISH candidates are shown in Fig. S3E. (F) Representative RNA ISH images for 20 selected transcripts. The remaining 13 RNA ISH candidates are presented in Fig. S3F. Scale bars: 20 μm. Quantification of RNA ISH images is shown in Fig. S4. (G) Assigned cell types and abbreviations for clusters.

To independently test these marker-based predictions, we compared the transcriptomes of each cell cluster with published transcriptomes from the embryo proper and suspensor regions of globular embryos (Belmonte et al., 2013). In agreement with the marker-based assignments, clusters 8, 10 and 13 were exclusively enriched for suspensor transcripts based on tissue enrichment tests (Fig. 2D). Also consistent with the cell type assignments, clusters 1, 2, 5, 6, 7 and 11 were enriched for only embryo proper transcripts. Cluster 9 had mixed cell type assignments and accordingly was enriched for both embryo proper and suspensor transcripts. Most of the nuclei in clusters 3 and 12 were, respectively, labeled as columella initials and quiescent center initials, which are situated between the suspensor and embryo proper. Whereas cluster 3 was only enriched for suspensor transcripts, cluster 12 was enriched for both suspensor and embryo proper transcripts. We also confirmed these results with another published transcriptome dataset generated from embryo propers and suspensors of globular embryos (Zhou et al., 2020) (Fig. 2D). 

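Of the vascular genes GATA20, DOF6 and PEAR1, few reads were present in these nuclei. GATA20 was detected in 14 retained nuclei, DOF6 in 10 and PEAR1 in 12. In the vascular-like cluster (median depth 477744 counts) the shares were 16.9%, 10.2% and 15.2%, against 0%, 4.48% and 1.49% of seed-coat-like nuclei. Thinned to 100000 reads, the vascular-like shares were 11.9%, 8.47% and 8.47%. GATA20 and DOF6 were found together in 3 nuclei (0.298 expected from each plate's shares), GATA20 and PEAR1 in 3 (0.314 expected) and DOF6 and PEAR1 in 2 (0.276 expected), all of them vascular-like. A single nucleus held all of them, and none did after thinning. The summed counts of these genes were too low for the edgeR filter, so they were left out of the test between vascular-like and other embryo-proper-like nuclei. Without that filter their fitted log2 differences were 6.32 (standard error 3.00, adjusted p = 0.478, 0.0451 over the list alone) for GATA20, 6.53 (standard error 2.34, adjusted p = 0.271, 0.00954 over the list alone) for DOF6 and 5.89 (standard error 2.58, adjusted p = 0.421, 0.0338 over the list alone) for PEAR1, all higher in vascular-like nuclei, with the median gene at −1.39. None was past the threshold over 22284 genes. The paper takes these genes from an earlier study, but the adjustment over the list also rests on genes that it chose on these samples.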

As further support for the cell type assignments of the clusters, three genes not included in our reference list were recently found to be specifically expressed in vascular initials (Smit et al., 2020) and all three were specific to cluster 11 (Fig. S3C) along with other vascular-expressed genes (Fig. 2C).

We then used RNA *in situ* hybridization (ISH) to further evaluate the marker-based assignments of snRNA-seq clusters to individual cell types. We selected 33 genes without reported expression patterns that represented a specific cell or group of cells based on their expression patterns (Fig. 2E; Fig. S3D). We could detect RNA ISH signal in at least 50% of embryos for 26 of the 33 probes tested (78.8%) and compared the RNA ISH and snRNA-seq expression patterns for these in more detail (Fig. 2F; Fig. S3E,F and Fig. S4). 

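Protoderm-like nuclei were compared with the other 115 embryo-proper-like nuclei over 10676 genes, which gave 10 genes higher and 45 lower with an adjusted p-value under 0.05. The list of 8 genes that the paper names for the protoderm held 0 of them, with 6 at an unadjusted p under 0.05 and 5 when adjusted over the list alone, which is not independent evidence because the paper chose the list on these samples. All 8 were higher in protoderm-like nuclei. The 10 and 45 genes called higher and lower are not independent of the classes. Genes outside the paper's lists could take part in the clustering. SCPL25 (AT3G02110) stood at 261 ± 85.2 CPM against 46.7 ± 80.8 CPM (n = 8 plates), a log2 difference of 4.74 (standard error 1.27, adjusted p = 0.0981), and was higher on 7 of 8 plates. The difference was 4.21 (adjusted p = 0.193) for AT4G29020 and 0.54 (adjusted p = 1) for AT3G13690, which was higher on 6 of 8 plates. DESeq2's test moved this result most, to 5 genes of the list, AT4G29020 and SCPL25 among them, and 92.6% of its calls in data simulated with a set log2 difference of 2 were false. AT4G29020 and SCPL25 were also past the threshold without the filter on low counts and with limma on mean levels, and SCPL25 without plate 7 or without plate 8. With equal numbers of nuclei per plate, an alternative added after seeing the data, SCPL25 was past it too. The other embryo-proper-like nuclei hold 56 dividing-like nuclei, which had reads of the protoderm markers PDF1, FDH and DCR in 76.8%, 78.6% and 55.4% of cases, against 85%, 69.2% and 60.8% of protoderm-like nuclei, and this limits what the comparison can call.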

*AT3G13690*, *AT4G29020* and *SERINE CARBOXYPEPTIDASE-LIKE 25* (*SCPL25*) were expressed at high levels in clusters 2, 5 and 6, and detected by RNA ISH almost exclusively in the protoderm. *AT5G01870* was also highly expressed in clusters 2, 5 and 6, as well as cluster 12, and was detected in the protoderm and columella initials; whereas *AT1G04880* was expressed in clusters 6 and 9, and detected in the upper protoderm. 

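AT5G01870 was higher in protoderm-like nuclei by a log2 difference of 2.35 (standard error 0.73, adjusted p = 0.277), on 7 of 8 plates. Without plate 6, where it was lower, it passed the threshold. AT1G04880 differed by 2.08 (standard error 0.71, adjusted p = 0.402). Both were past the threshold with DESeq2. In the quiescent-center-and-columella-like class AT5G01870 stood at 29.8 ± 74.1 CPM against 172 ± 108 CPM in the other nuclei (n = 8 plates), lower on 7 of 8 plates, and its fitted log2 difference was −8.25 (−3.05 relative to the median gene, standard error 2.42, adjusted p = 0.00344). With no plate block it was no longer past the threshold. The same held with equal numbers of nuclei per plate, chosen after seeing the data. There the difference was −7.85 (−8.01 relative to the median gene, adjusted p = 0.799). The other nuclei include the seed-coat-like ones, of which 58.2% had reads of AT5G01870, against 46.7% of protoderm-like and 16.45% of suspensor-like nuclei.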

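The genes AT1G80133, AT2G42660, AT3G54780 and GH3.2 (AT4G37390) were detected most often in quiescent-center-and-columella-like nuclei among the named classes. AT1G80133 was found in 70.6% of them, in 30.9% of suspensor-like and in 14.9% of seed-coat-like nuclei. For AT2G42660 these shares were 38.2%, 14.5% and 8.96%, for AT3G54780 41.2%, 7.24% and 16.4%, and for GH3.2 52.9%, 30.3% and 26.9%. After thinning to equal depth the quiescent-center-and-columella-like shares were 67.7%, 38.2%, 38.2% and 44.1%, in that order. Summed by plate, AT1G80133 stood at 416 ± 285 CPM against 98.1 ± 65.7 CPM in all other nuclei (n = 8 plates), with a fitted log2 difference of 1.89 (7.09 relative to the median gene, standard error 1.07, adjusted p = 0.13). The fitted differences were 1.59 (6.79 relative to the median gene, standard error 2.14, adjusted p = 0.525) for AT2G42660, 0.84 (6.04 relative to the median gene, standard error 1.93, adjusted p = 0.712) for AT3G54780 and 0.57 (5.77 relative to the median gene, standard error 1.01, adjusted p = 0.627) for GH3.2. Of the 13 genes that the paper names for these initials, 4 were past the threshold over 13465 genes and 3 when adjusted over the list alone, which the paper chose on these samples, so that the latter is not independent evidence. Of the former, 1 was lower in this class, against the paper's direction. Adjustment over all genes is the more lenient one here, since 6201 of them were called lower. Equal numbers of nuclei per plate, an alternative added after seeing the data, moved this most, to 1 gene. DESeq2 called 7, with AT1G80133 among them and 3 against the paper's direction, and limma on mean levels also called AT1G80133. In data simulated with a set log2 difference of 2, 95% of the calls of DESeq2 were false. With equal numbers of nuclei per plate AT1G80133, AT2G42660, AT3G54780 and GH3.2 differed by 8.39, 7.67, 4.08 and 6.48, none past the threshold. Relative to the median gene of that setting these were 8.24, 7.52, 3.92 and 6.32.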

*AT1G80133*, *AT2G42660*, *AT3G54780* and *GH3.2* were highly expressed in clusters 3 and 12, and RNA ISH signals were detected in the columella and quiescent center initials, as well as throughout the suspensors for GH3.2. 

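No cluster here was shoot-meristem-like, and SHOOT MERISTEMLESS (STM) and WUSCHEL (WUS) were each detected in only 4 retained nuclei. LITTLE ZIPPER 4 (ZPR4) was detected in 12 nuclei, of which 7 were protoderm-like, 2 vascular-like, 2 seed-coat-like and 1 suspensor-like. Its share among embryo-proper-like nuclei, 4.05%, did not differ beyond counting error from the 2.98% of seed-coat-like nuclei (95% exact binomial intervals 1.87 to 7.56% and 0.364 to 10.4%). Thinning to 100000 reads left the first share at 4.05%.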

*LITTLE ZIPPER 4* (*ZPR4*) was specifically expressed in cluster 7 based on snRNA-seq and detected in the shoot meristem initials by RNA ISH. 

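RD19 reads were present in 33.3% of the retained nuclei. Among the named classes the share was 36.8% of suspensor-like, 28.6% of dividing-like, 25.4% of vascular-like, 23.5% of quiescent-center-and-columella-like and 23.4% of protoderm-like nuclei. Seed-coat-like nuclei had the highest share, 65.7%. Thinned to equal depth, the shares ranged from 16.9% of vascular-like to 33.5% of suspensor-like nuclei outside the seed-coat-like cluster, which stood at 61.2%.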

RESPONSIVE TO DEHYDRATION 19 (RD19) transcripts were also detected by RNA ISH in shoot meristem initials, but were moderately expressed in all clusters. Similarly, *AT4G38370* was expressed throughout the clusters, albeit most strongly in cluster 8, but the RNA ISH signal was stronger in the embryo proper. These two apparent discrepancies between gene expression and RNA localization may be due to differences between nuclear and cytoplasmic mRNA populations, including variability in post-transcriptional regulation among cell types. 

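AT4G38370 was higher in suspensor-like than in embryo-proper-like nuclei on 8 of 8 plates, at 291 ± 199.6 CPM against 23.8 ± 34.1 CPM (n = 8 plates). The log2 difference, relative to the median gene of the comparison, was 4.88 (standard error 0.90, adjusted p = 0.00156). That median lay at −0.29, and the differences of single genes between these classes are given relative to it throughout. Fitted differences can be larger than the ratio of the mean CPM values printed with them, as for WRKY28, WRKY2 and MET1 below. They are not that ratio. The gene was detected in 44.7% of suspensor-like, 14.9% of embryo-proper-like and 35.8% of seed-coat-like nuclei, or 40.8%, 8.56% and 25.4% after thinning.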

*ALCATRAZ-INTERACTING PROTEIN 1* (*ACI1*), *AT3G15680* and *AT3G15720* were expressed most highly in cluster 11 and detected in vascular initials with RNA ISH. 

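Vascular-like nuclei were compared with the other 163 embryo-proper-like nuclei over 9986 genes. The median gene lay at a log2 difference of −1.62 because the vascular-like sums hold fewer nuclei, at least 4 per plate. AT3G15680 stood at 519 ± 344 CPM against 32.1 ± 49.3 CPM (n = 8 plates), a fitted difference of 6.18 (7.79 relative to the median gene, standard error 1.08, adjusted p = 5.06e-06), and was higher on 8 of 8 plates. ACI1 (AT5G01370) differed by 2.80 (4.42 relative to the median gene, standard error 0.65, adjusted p = 0.0028) and AT3G15720 by 2.38 (4.00 relative to the median gene, standard error 0.63, adjusted p = 0.0161), each higher on 7 of 8 plates. AT3G15720 fell under the threshold without plate 3 or without plate 8, and ACI1 and AT3G15720 did so with nuclei of at least 200000 reads and 1500 genes. Of the 6 genes of the paper's vascular list that could be tested, 4 were past the threshold and 4 when adjusted over the list alone, not independent evidence since the list was chosen on these samples. The stricter limits on nuclei moved this count most, to 1.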

*ROOT MERISTEM GROWTH FACTOR 8* (*RGF8*) was highly expressed in clusters 11 and 12, and RGF8 transcripts were detected in vascular and columella initials. 

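RGF8 (AT2G03830) was higher in vascular-like than in the other embryo-proper-like nuclei on 8 of 8 plates, with a fitted log2 difference of 3.68 (5.30 relative to the median gene, standard error 1.07, adjusted p = 0.0377). This call depended on single plates, since it held only without plate 2 among the 8 fits that each left out 1 plate, and it was lost without the filter on low counts, with no plate block and with nuclei of at least 200000 reads and 1500 genes. Equal numbers of nuclei per plate, an alternative added after seeing the data, also lost it. Between quiescent-center-and-columella-like and all other nuclei RGF8 differed by 2.61 (7.81 relative to the median gene, standard error 1.09, adjusted p = 0.0387), and it fell under the threshold without plate 1, 2, 3, 4 or 7, without the filter on low counts and with the added alternative of equal numbers. Because so many genes were called lower in this comparison, the adjustment over all genes was lenient for RGF8. Its level in that class was 460.1 ± 379 CPM (n = 8 plates).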

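The genes AT5G61412, BGLU17, COBL6, CEP1, ENODL2, MLP28 and SDT belong to a list of 36 genes that the paper names as higher or lower in the suspensor or the basal cell lineage (BCL) and that could be compared here between suspensor-like and embryo-proper-like nuclei. Over 13533 genes tested with classes made without any gene of the paper's lists, 29 of the list were past the threshold and all 36 differed in the direction that the paper gives. Adjusted over the list alone the number was 32, which is not independent evidence because the list was chosen on these samples. The setting that moved the count most, added after seeing the data, clustered nuclei on 2000 variable genes with 20 principal components and 10 neighbours and called 23. SDT (AT2G23510) stood at 240.5 ± 219 CPM in suspensor-like and 0.179 ± 0.506 CPM in embryo-proper-like nuclei (n = 8 plates), and its log2 difference was 12.43 (standard error 1.10, adjusted p = 3.26e-07). CEP1 (AT5G50260) stood at 517 ± 284 and 2.44 ± 4.92 CPM, and MLP28 (AT1G70830) at 603 ± 304 and 5.84 ± 7.59 CPM. The differences were 11.61 (adjusted p = 2.94e-05) for BGLU17 (AT2G44480), 10.69 (adjusted p = 1.82e-05) for CEP1, 11.45 (adjusted p = 3.96e-06) for ENODL2 (AT4G27520), 8.86 (adjusted p = 2.34e-05) for MLP28 and 3.51 (adjusted p = 6.42e-05) for AT5G61412. ENODL2 fell under the threshold with no plate block. COBL6 (AT1G09790) differed by 4.27 (standard error 1.36, adjusted p = 0.0673) and was past the threshold with DESeq2, without the filter on low counts and with limma on mean levels. Each of these genes was higher on 8 of 8 plates.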

*AT5G61412*, *BETA GLUCOSIDASE 17* (*BGLU17*), *COBRA-LIKE PROTEIN 6 PRECURSOR* (*COBL6*), *CYSTEINE ENDOPEPTIDASE 1* (*CEP1*), *EARLY NODULIN-LIKE PROTEIN 2* (*ENODL2*), *MAJOR LATEX PROTEIN 28* (*MLP28*) and *SPERMIDINE DISINAPOYL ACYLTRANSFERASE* (*SDT*) were expressed in clusters 8, 10 or 13, and all their corresponding transcripts were detected in suspensors by RNA ISH. *AT3G13230*, *MITOTIC ARREST-DEFICIENT 2* (*MAD2*) and *TARGETING PROTEIN FOR XKLP2* (*TPX2*) were highly expressed in clusters 1, 5 and/or 9, and corresponding RNA ISH produced ‘salt-and-pepper’ patterns, which are indicative of cell-cycle regulated genes. Accordingly, we observed that clusters 1, 5 and 9 were enriched for mitotic-phase-regulated transcripts (Menges et al., 2003) (Fig. S3G). 

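Dividing-like nuclei, at least 3 per plate, were compared with the other 166 embryo-proper-like nuclei over 9642 genes, of which 64 were higher and 161 lower. Genes outside the paper's lists could take part in the clustering, so these counts are not independent of the classes. TPX2 (AT1G03780) stood at 1433 ± 699 CPM against 47.7 ± 53.2 CPM (n = 8 plates), a fitted log2 difference of 5.66 (7.74 relative to the median gene, standard error 0.58, adjusted p = 3.8e-19). MAD2 (AT3G25980) stood at 952 ± 588 and 30.4 ± 34.7 CPM and differed by 6.18 (8.26 relative to the median gene, standard error 0.78, adjusted p = 1.68e-12). Both were higher on 8 of 8 plates and past the threshold under every alternative that was run for this comparison. The median gene lay at −2.08. AT3G13230 was lower on 5 of 8 plates, with a difference of −2.05 (0.03 relative to the median gene, standard error 2.27, adjusted p = 0.636), which was not detectable at this depth. TPX2 was found in 83.9% and MAD2 in 75% of dividing-like nuclei (median depth 382309 counts), against 13.4% and 31.3% of seed-coat-like nuclei. After thinning the dividing-like shares were 82.1% and 67.9%. The list adjusted alone gave the same number of 2 genes of 4, on a list that the paper chose on these samples.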

Genes preferentially expressed in clusters 1, 5 and 9 also tended to be localized to the subprotoderm, protoderm or both layers, respectively. Therefore, our results suggested that clusters 1, 5 and 9 represent dividing subprotoderm (dividing inner; div.i), protoderm (dividing outer; div.o) and dividing cells in general (div), respectively (Fig. 2G). Altogether, our *in silico* and *in situ* validations indicated that we can assign groups of snRNA-seq libraries to the major cell types present in globular embryos: the suspensor (sus1, cluster 10; sus2, cluster 8; sus3, cluster 13); columella initials (col; cluster 3), quiescent center initials (qc; cluster 12); vascular initials (vas; cluster 11); shoot meristem initials (smi; cluster 7); and the lower and upper protoderm (lpd, cluster 2; upd, cluster 6) (Fig. 2G).

### General characteristics of transcriptomes from embryonic cell types

To provide a concise and uniform parameter to examine gene expression patterns across embryonic cell types, we calculated ‘enrichment scores’ in each of the 12 clusters for the 13,893 transcripts detected in ≥10% of nuclei within ≥1 cluster (Table S3). 

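The same score was computed here over the 5 named classes of embryo-like nuclei, as the distance from 0 of the standardized log2 ratio of means (pseudocount 1) and the standardized difference in detection share, each against the mean of the other classes. This distance carries a sign, and the most negative scores rank last. The score covered 12430 genes detected in at least 10% of the nuclei of a class. In simulated data with raised genes in shuffled classes, 200 of 200 raised genes were among the 250 top-ranked genes of the raised class. Counts of these genes were added in every nucleus of that class, so this outcome was close to certain. It does not show how the score ranks smaller changes. The genes other than those the paper names had taken part in the clustering, so their ranks are not independent of the classes.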

Enrichment scores are a combination of the deviations of mean transcript levels and the percentage of nuclei it was detected in for each cluster relative to the other 11 clusters (see Materials and Methods; Table S3), and thus concisely summarize the relative abundance of each transcript in each cluster. The 250 genes with the highest enrichment scores (top-ranked 250) from each cluster were considered preferentially expressed genes for that cluster. Enrichment scores of known markers matched their reported expression patterns (Fig. 2C; Fig. S3D). For example, 74 of the 118 (62.7%) reference genes were within top-ranked 250 genes of at least one cluster, including four that were top-ranked: *PIN-FORMED 1* (*PIN1*; cluster 1), *KANADI 1* (*KAN1*; cluster 2), *WOX5* (cluster 12) and *WUSCHEL RELATED HOMEOBOX 8* (*WOX8*; cluster 13). 

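Of 34 markers used to name the classes, 26 were among the 250 top-ranked genes of their own class and 29 among those of any class, which follows in part from their use in the naming. WOX5, left out of the clustering, ranked 1 in the quiescent-center-and-columella-like class. KAN1 ranked 24 in the protoderm-like class, and WOX8 ranked 21 in the suspensor-like class, which it helped to name. KAN1 (AT5G16560) differed between protoderm-like and other embryo-proper-like nuclei by 4.24 (standard error 1.86, adjusted p = 0.912) and was past the threshold with DESeq2.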

To gain insights into which biological processes are enriched in each embryonic cell type, we conducted gene ontology (GO) term enrichment analyses on the top-250 ranked genes of each cluster (Fig. 3A; Table S4). Significantly enriched GO terms were identified for the top-ranked 250 genes in the div, vas, div.i, smi, lpd, div.o and upd clusters, but not sus1/2/3, col or qc clusters. The inability to detect enriched terms in these BCL clusters may have been due to the limited annotation of genes specifically expressed in these cell types. Consistent with the div, div.i and div.o clusters representing actively dividing cells, GO terms related to progression through mitotic phases (div and div.o) and microtubules (div.i and div.o) were enriched. GO terms related to body axis specification were also enriched in the top-250 ranked genes of the div.i cluster, as well as the vas cluster. The ‘microsporocyte differentiation’ GO term is only associated with *BARELY ANY MERISTEM 1* (*BAM1*) and *BAM2*, which encode receptor-like kinases. Both were among the top-250 ranked genes of the vas cluster (Table S3) and are required for vascular patterning in leaf and root tissues (DeYoung et al., 2006; Fan et al., 2021). 

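BAM1 ranked 112 and BAM2 590 in the vascular-like class. BAM1 was detected in 47.5% of vascular-like, 30.6% of all embryo-proper-like and 20.9% of seed-coat-like nuclei, and BAM2 in 25.4%, 15.8% and 7.46%. Thinned to equal depth, the vascular-like shares were 42.4% and 20.3%. BAM1 (AT5G65700) was higher on 7 of 8 plates, at 311 ± 241 CPM against 128 ± 63 CPM (n = 8 plates), with a fitted log2 difference of 1.17 (2.79 relative to the median gene, standard error 0.83, adjusted p = 0.573). DESeq2 alone placed it past the threshold. BAM2 (AT3G49670) differed by −0.28 (1.34 relative to the median gene, standard error 2.46, adjusted p = 0.974) and was lower on 4 of 8 plates. Drawing equal numbers of nuclei per plate, an alternative added after seeing the data, gave a difference of 4.57 (4.75 relative to the median gene, adjusted p = 1).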

The protoderm clusters (lpd and upd) were both enriched for specification of axis polarity and cutin biosynthesis terms within their top-250 ranked genes. Moreover, the top-250 ranked genes of the lpd and upd clusters could be distinguished from each other by their overrepresentation of epidermal and cotyledon development GO terms, respectively. The top-250 ranked genes of the smi cluster were enriched for genes involved in DNA replication processes, including pre-replicative complex assembly, which is consistent with the smi cluster being depleted for mitosis phase markers (Fig. S3G). Overall, the enriched GO terms were consistent with the assigned cluster identities (Fig. 2G) and indicate that we have classified embryonic cell types with distinct functions.

**Fig. 3.**
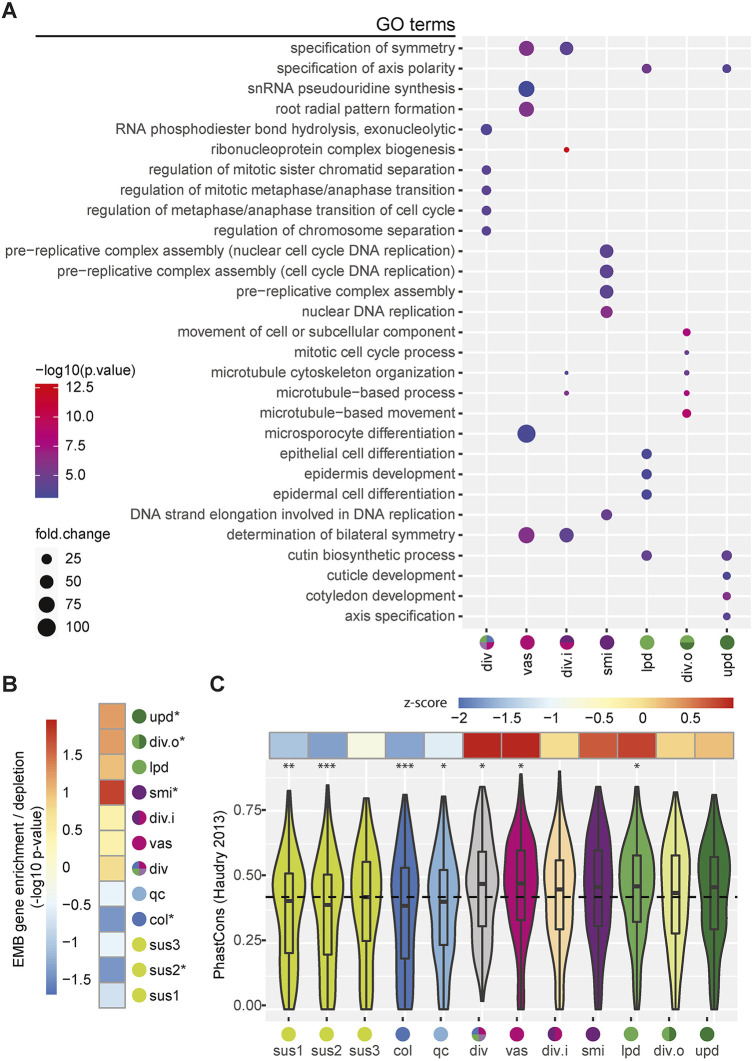
**General characteristics of transcriptomes from embryonic cell types.** (A) The top-five enriched gene ontology (GO) terms identified by PANTHER for each cluster according to the top-250 ranked genes for each cluster. The suspensor clusters (8,10,13) and hypophysis clusters (3,12) did not have significantly enriched GO terms and thus are not shown. The sizes and colors of the dots represent the fold changes and -log_10_-transformed *P*-values, respectively. (B) Levels of overrepresentation of embryo-defective (EMB) genes for the top-250 ranked genes for each cluster. Asterisks indicate significant (*P*≤0.05) enrichment or depletion of EMB genes relative to expectations. (C) PhastCons conservation scores (Haudry et al., 2013) of top-250 ranked genes for each cluster. The mean PhastCons score of all expressed genes is indicated by a dashed line, and deviations from the mean are presented in the upper row as *z*-scores. *P≤0.05, **P≤0.01, ***P≤0.001; based on two-sided Kolmogorov–Smirnov tests with the alternative hypothesis that the cluster conservation score distributions of the top-ranked 250 genes were not equal to that of all expressed genes in embryos. PhastCons and PhyloP scores from another report (Tian et al., 2020) had similar trends (Fig. S5).

Next, we tested whether genes essential for embryogenesis are preferentially enriched within the top-250 ranked genes of each cluster. EMBRYO-DEFECTIVE (EMB) genes are a set of genes required for normal embryo development in Arabidopsis (Meinke, 2020). EMB genes were enriched in the top-250 genes of the ACL clusters including significant enrichment in the smi, div.o and upd clusters. By contrast, EMB genes were depleted from top-250 genes of the BCL clusters, including significant depletion in the col and sus2 clusters (Fig. 3B). Further supporting that genes preferentially expressed in the ACL are more likely to be required for proper development than those in the BCL, we found that the top-250 ranked genes within the ACL, and especially the div, vas and lpd clusters, were more highly conserved across Brassicaceae species and land plants in general compared with BCL clusters (Haudry et al., 2013; Tian et al., 2020) (Fig. 3C; Fig. S5A,B). Also consistent with the EMB analyses, the top-250 ranked genes within the BCL clusters were more poorly conserved, especially genes enriched in the sus1, sus2, col and qc clusters. Altogether, these results suggested that genes preferentially expressed in ACL clusters, and especially the vas and div clusters, are under stronger purifying selection compared with those in BCL clusters, especially the col cluster, which are mutating at a faster rate. This is also consistent with the more variable morphologies of suspensors relative to embryo propers (Chen et al., 2021).

### Transcripts encoding epigenetic regulators vary across embryonic cell types

Soon after fertilization of egg and sperm, epigenetic states are reprogrammed in the new generation (Gehring, 2019). This includes replacement of histones, as well as re-establishment of DNA methylation landscapes genome-wide by small RNA-dependent and -independent pathways (Bouyer et al., 2017; Ingouff et al., 2010; Jullien et al., 2012; Nagasaki et al., 2007; Papareddy et al., 2020). Because such differential chromatin states can strongly influence gene expression, we examined the transcript levels of genes previously implicated in chromatin regulation. More specifically, we found that 50/191 genes involved in general chromatin features, histone modifications (i.e. acetylation, methylation and ubiquitination), polycomb repressive complexes, DNA methylation or demethylation, or small RNA production or activities, had enrichment scores ≥2.5 in ≥1 embryonic cell cluster (Erdmann and Picard, 2020; Pikaard and Mittelsten Scheid, 2014) (Fig. 4A). General chromatin factors and components of the polycomb repressive complex tended to vary between the embryo proper and suspensor. HISTONE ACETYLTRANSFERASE OF THE CBP FAMILY 1 (HAC1) was enriched in the suspensor clusters, whereas HISTONE DEACETYLASE 3/4 (HDA3/4) were enriched in the embryo proper. Moreover, the JUMONJI DOMAIN-CONTAINING16/27/29 (JMJ16/27/29) and JMJ22 histone demethylases were enriched in the suspensor and embryo proper, respectively. 

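HDA3 (AT3G44750) stood at 17.4 ± 19 CPM in suspensor-like and 291 ± 145 CPM in embryo-proper-like nuclei (n = 8 plates), and HDA4 (AT5G22650) at 96.1 ± 96.2 and 431 ± 194 CPM. Their log2 differences were −4.51 (standard error 0.75, adjusted p = 0.000159) and −2.73 (standard error 0.63, adjusted p = 0.00264), and both were lower on 8 of 8 plates. HAC1 (AT1G79000) stood at 226 ± 102 and 202 ± 174 CPM, higher on 4 of 8 plates, with a difference of 0.76 (standard error 0.51, adjusted p = 0.668) that is smaller than the spread between plates. HAC1 was past the threshold in none of the alternatives that were run.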

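JMJ22 (AT5G06550) was lower in suspensor-like nuclei on 7 of 8 plates, at 6.42 ± 8.97 CPM against 33.8 ± 24.3 CPM (n = 8 plates), and its log2 difference of −3.83 (standard error 2.36, adjusted p = 0.33) was past the threshold only with DESeq2 and with limma on mean levels. JMJ16, JMJ27 and JMJ29 were not analysed here.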

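On chromosome 3, from 14755798 to 14760629 of TAIR10.1, lies CLSY1 (AT3G42670), which stood at 1355 ± 546 CPM in suspensor-like and 53.7 ± 63.9 CPM in embryo-proper-like nuclei (n = 8 plates). Its log2 difference was 6.02 (standard error 0.74, adjusted p = 1.96e-05), and it was higher on 8 of 8 plates. CLSY1 ranked 4 by enrichment score among 12430 genes in the suspensor-like class. It was detected in 91.5% of suspensor-like nuclei (median depth 443934 counts), in 11.3% of embryo-proper-like and in 43.3% of seed-coat-like nuclei, or 90.8%, 7.66% and 38.8% after thinning to equal depth. NRPD1A (AT1G63020) (chromosome 1, 23354685 to 23362589) stood at 385 ± 404 and 57.6 ± 47.7 CPM, a difference of 3.08 (standard error 0.67, adjusted p = 0.00776), higher on 7 of 8 plates. DCL3 (AT3G43920) (chromosome 3, 15753387 to 15760859) stood at 242 ± 88.7 and 61.9 ± 39.6 CPM and differed by 2.74 (standard error 0.72, adjusted p = 0.0295), in the same direction on 8 of 8 plates. The call for DCL3 was lost without plate 4, without plate 6 or without plate 8 and with nuclei of at least 200000 reads and 1500 genes. Of the 4 clusterings added after seeing the data, 3 lost DCL3 and 1 lost NRPD1A.

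**Figure D1:**
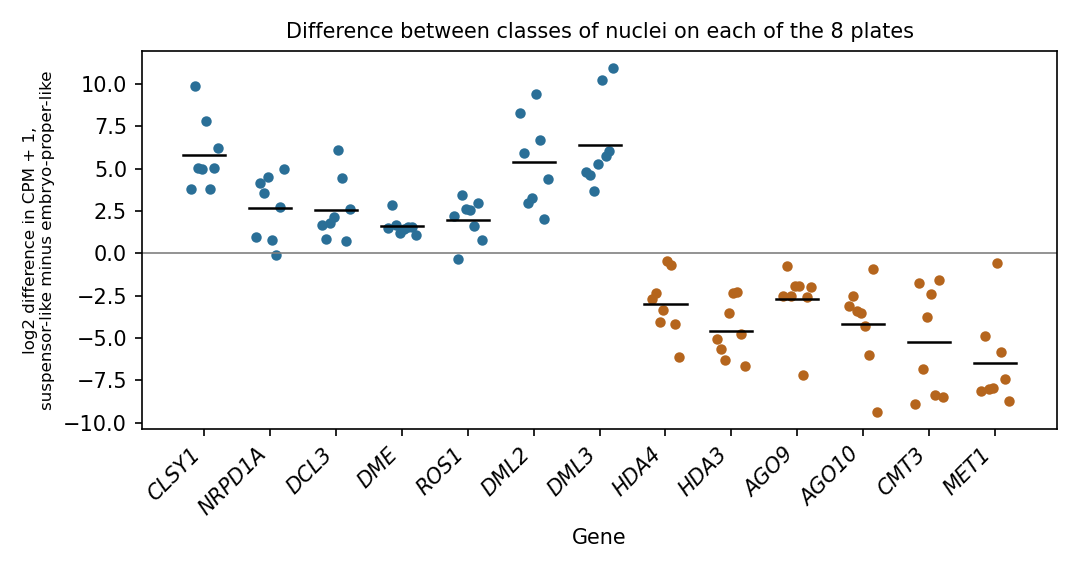
Difference in expression of 13 genes between suspensor-like and embryo-proper-like nuclei, as log2 of CPM + 1 in the former minus the latter (y axis), before the median gene is subtracted. Each dot is 1 of the 8 plates, colored by the sign of the mean, and each black line is the mean of the plates. CLSY1, NRPD1A, DCL3, DME, ROS1, DML2 and DML3 lie above 0 on most or all plates, and HDA4, HDA3, AGO9, AGO10, CMT3 and MET1 lie below 0 on every plate.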

Interestingly, the terminally differentiated suspensor was enriched for transcripts encoding proteins required for the production of 24-nt small interfering RNAs (siRNAs) such as CLASSY1 (CLSY1), NUCLEAR RNA POLYMERASE D1A (NRPD1A) and DICER-LIKE3 (DCL3) and this was consistent with previously published datasets (Belmonte et al., 2013; Zhou et al., 2020). By contrast, genes encoding Argonaute (AGO; AGO1/5/8/9/10) proteins, which bind to small RNAs and mediate gene repression, were enriched in the precursors of the shoot meristem initials. 

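No shoot-meristem-like class was found, so the Argonaute genes were compared between suspensor-like and embryo-proper-like nuclei only. AGO10 (AT5G43810) stood at 43.8 ± 46.1 CPM in the former and 409 ± 160.4 CPM in the latter (n = 8 plates), with a log2 difference of −3.65 (standard error 0.84, adjusted p = 0.00313). AGO9 (AT5G21150) differed by −2.17 (standard error 0.56, adjusted p = 0.00525), although 1 of the clusterings added after seeing the data left it under the threshold. AGO5 (AT2G27880) differed by −2.31 (adjusted p = 0.0912) and was past the threshold with DESeq2, with limma on mean levels, without the filter on low counts and with no plate block. AGO1 (AT1G48410) differed by −0.69 (adjusted p = 0.159), lower on 7 of 8 plates. The first 3 were lower in suspensor-like nuclei on 8 of 8 plates. AGO10 was detected in 81.4% of vascular-like nuclei and ranked 14 there, AGO9 ranked 29 in the protoderm-like class, and 32.8% and 71.6% of seed-coat-like nuclei had reads of AGO10 and AGO9. Thinned to equal depth, AGO10 was detected in 79.7% of vascular-like nuclei. AGO8 was not analysed here.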

The enrichment of AGOs in shoot meristem initials is supported by previous reports (Gutzat et al., 2020; Jullien et al., 2020 preprint; Tucker et al., 2008) and is consistent with small RNA-mediated surveillance pathways that prevent transposon mobilization and other genome de-stabilizing events being enriched in the precursors to all aerial tissues including the gametes. Altogether, these results suggest that small RNA-dependent and -independent pathways establish distinct chromatin environments in individual cell lineage precursors.

**Fig. 4.**
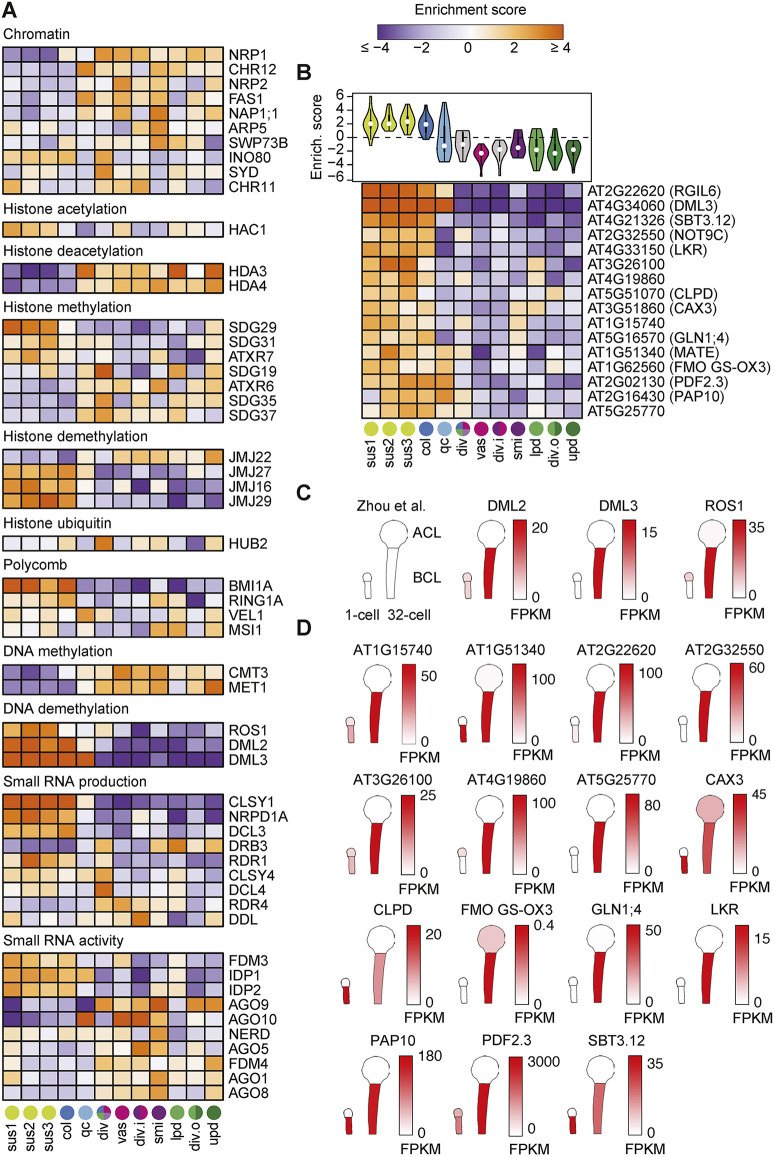
**Transcripts encoding epigenetic regulators vary across embryonic cell types.** (A) Heatmap illustrating enrichment scores in 12 clusters corresponding to different embryonic cell types. Transcripts with enrichment scores ≥2.5 in ≥1 cell cluster are shown and enrichment scores are colored according to key. Gene names are indicated and cluster identities are marked and color-coded at the bottom according to Fig. 2G. (B) Violin plot (top) and heatmap (bottom) of enrichment scores for 16/50 ROS1/DML2/DML3 (RDD) targets detected and enriched in the basal cell lineage. (C,D) Schematic of RDD transcripts (C) and their putative embryonic targets (D) based on published mRNA-seq from apical and basal cell lineages in one-cell and 32-cell stage embryos (Zhou et al., 2020). Transcript levels (fragments per kilobase of transcript per million mapped reads; FPKM) are colored according to the keys.

The most striking cell-specific enrichments were in pathways affecting cytosine methylation, which is typically associated with transcriptional silencing of transposons and repression of gene promoters (Law and Jacobsen, 2010). 

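MET1 (AT5G49160), on chromosome 5 from 19932114 to 19938470, stood at 28.2 ± 69.3 CPM in suspensor-like and 382 ± 141 CPM in embryo-proper-like nuclei (n = 8 plates). The log2 difference was −8.17 (standard error 1.28, adjusted p = 0.000115), larger in size than the ratio of these levels gives. CMT3 (AT1G69770), on chromosome 1 from 26248118 to 26253687, stood at 18 ± 23.1 and 263 ± 117 CPM, a difference of −5.74 (standard error 1.60, adjusted p = 0.0164). Both were lower in suspensor-like nuclei on 8 of 8 plates. The call for CMT3 was lost with 2000 variable genes in the clustering, and with 1 other clustering and with equal numbers of nuclei per plate, which were added after seeing the data. Among embryo-proper-like classes, MET1 ranked 9 and CMT3 87 in the protoderm-like class, which includes the cluster led by DNA replication genes.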

CHROMOMETHYLTRANSFERASE 3 (CMT3) and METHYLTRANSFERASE 1 (MET1) encode DNA methyltransferases that maintain cytosine methylation in the CHG (H≠G) and CG contexts, respectively, and both were enriched in the embryo proper. By contrast, transcripts encoding the REPRESSOR OF SILENCING (ROS1), DEMETER-LIKE 2 (DML2) and DML3 DNA glycosylases required for the removal of methylated cytosines were highly enriched in the BCL including the suspensor, columella and quiescent center initials. 

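The DNA glycosylase genes ROS1 (AT2G36490), DML2 (AT3G10010) and DML3 (AT4G34060) lie on chromosomes 2, 3 and 4. DML3 stood at 1658 ± 336 CPM in suspensor-like and 45.5 ± 47 CPM in embryo-proper-like nuclei (n = 8 plates), DML2 at 884 ± 346 and 53.5 ± 78.4 CPM, and ROS1 at 424 ± 138 and 125 ± 92.3 CPM. Their log2 differences were 6.40 (standard error 0.92, adjusted p = 0.000112), 5.67 (standard error 0.85, adjusted p = 0.000172) and 2.33 (standard error 0.48, adjusted p = 0.00717). DML2 and DML3 were higher on 8 of 8 plates and ROS1 on 7 of 8 plates, and ROS1 fell under the threshold in 1 of the clusterings added after seeing the data. DML3 was detected in 94.1% of suspensor-like, 82.3% of quiescent-center-and-columella-like, 8.11% of embryo-proper-like and 52.2% of seed-coat-like nuclei. Thinning to equal depth gave 92.1%, 76.5%, 6.76% and 41.8%. The share in seed-coat-like nuclei is thus above that in the embryo proper. Quiescent-center-and-columella-like nuclei were also compared with all other nuclei, which include the suspensor-like and the seed-coat-like ones. There the fitted differences were −1.62 (3.59 relative to the median gene, adjusted p = 0.229) for ROS1, −0.33 (4.87 relative to the median gene, adjusted p = 0.721) for DML2 and −0.21 (5.00 relative to the median gene, adjusted p = 0.759) for DML3. With equal numbers of nuclei per plate, chosen after seeing the data, they were −1.14, 0.63 and 0.88. Relative to the median gene of that setting these were −1.3, 0.48 and 0.72, so the larger relative values above did not hold there. DESeq2 called ROS1 lower in this comparison.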

Recently, 275 genes were found to be hypermethylated and downregulated in *ros1 dml2 dml3* triple mutant (*rdd*) seedlings undergoing tracheary element differentiation and were considered to be a subset of direct ROS1/DML2/DML3 targets (i.e. RDD targets) (Lin et al., 2020). We detected 50/275 RDD targets in ≥10% of nuclei in ≥1 embryonic cell cluster with enrichment scores ≥2 (Fig. 4B; Fig. S6). Sixteen of these RDD targets were highly enriched in the BCL. ROS1, DML2 and DML3 transcripts were increased specifically in the BCL between the one-cell and 32-cell stages (Zhou et al., 2020) (Fig. 4C). Consistently, most embryonic RDD target candidates were also increased in the BCL during these early embryonic stages (Fig. 4D). Although we could not detect morphological defects in *rdd* mutant embryos (Fig. S7), this may be due to redundancy with *DEMETER* (*DME*), which encodes a closely related DNA glycosylase family member (Choi et al., 2002; Gong et al., 2002). Consistent with this hypothesis, DME transcripts were enriched in the BCL and had increased levels in the BCL between the one-cell and 32-cell stages, similar to what we observed for ROS1, DML2 and DML3 (Fig. S7). Based on these results, we propose that DNA demethylases become activated in the BCL by the globular stage and catalyze the removal of methyl groups from a set of gene promoters to derepress their expression.

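DME (AT5G04560), the fourth member of the family, stood at 714 ± 165 CPM in suspensor-like and 240.4 ± 78 CPM in embryo-proper-like nuclei (n = 8 plates), a log2 difference of 1.89 (standard error 0.32, adjusted p = 0.00181), and was higher on 8 of 8 plates. In quiescent-center-and-columella-like against all other nuclei its fitted difference was −1.91 (3.29 relative to the median gene, adjusted p = 0.0983), and without plate 5 it was past the threshold as lower. It was −0.77 (−0.93 relative to the median gene, adjusted p = 1) with equal numbers of nuclei per plate, added after seeing the data. The published targets of these glycosylases were not analysed here. From the higher levels of glycosylase transcripts in the BCL and of their targets, the paper proposes that DNA demethylases are active in this lineage by the globular stage and remove methylation from promoters whose genes are then expressed.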

### Differential enrichment of TF binding motifs

To gain insights into the transcriptional processes that help define these embryonic cell-specific transcriptomes, we tested whether any consensus DNA motifs from the CIS-BP database of TF binding experiments (Weirauch et al., 2014) were overrepresented in the promoters of the top-250 ranked genes of each cluster. We found that a total of 18 TF motif families were overrepresented in at least one cluster (Fig. 5A). Overrepresentation of a motif suggests that at least one of the TF family members influences the expression of the top-250 preferentially expressed genes of that cluster. Families of TFs that bind nearly identical motifs can be very large, making it difficult to determine which TF or TFs in a family could be interacting with a given motif. We sought to generate a collection of candidate genes most likely to be interacting with each significant motif in the embryo. We considered a TF a candidate if its binding motif exists in the CIS-BP database and was enriched, or if an enriched motif exists in the database for a TF in the same subfamily. We examined the correlations between TF family motif enrichments and the expression enrichments of individual TF candidates (Table S5; Fig. 5B) and highlighted the candidate that was most strongly positively or negatively correlated (Fig. 5C). For example, WRKY DNA-BINDING PROTEIN 2 (WRKY2) is a transcriptional activator in the BCL and was shown to directly activate *WOX8* and *WOX9* (Ueda et al., 2011). Consistent with this report, the most overrepresented motif in BCL clusters was the W-box bound by WRKY TFs, and this correlated well with the expression enrichment of *WRKY2* (Pearson's *r*=0.86; Table S5). In addition to *WRKY2*, the expression pattern of two other WRKY TFs (*WRKY28* and *WRKY19*) strongly correlated with enrichment of the WRKY motif (Pearson's *r*=0.94 and 0.96, respectively; Fig. 5B,C). 

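Motif enrichment with the AME tool and the CIS-BP motifs was not repeated here. Instead, 6 consensus words fixed in advance were searched on both strands of promoters from 500 bp upstream to 100 bp downstream of the annotated 5′ end, and the 250 top-ranked and 250 bottom-ranked genes by enrichment score were compared. Genes are not independent replicates, and the p-values take them as such. For the suspensor-like class the W-box (TTGACY) was present in 62.4% of the top-ranked and 47.2% of the bottom-ranked promoters (Fisher's exact test, two-sided, p = 0.000867, adjusted over 6 words p = 0.00168). For the quiescent-center-and-columella-like class, which like the other classes was ranked for motifs only after the data were seen, it was present in 53.2% and 52.4% (Fisher's exact test, two-sided, p = 0.929, adjusted over 6 words p = 0.929). Promoters of both ends differed little in GC content, at 31.1% and 32.5%. Taking 100 genes at each end moved the suspensor-like result most, to 66% and 41%. WRKY2 (AT5G56270) stood at 186 ± 56.6 CPM in suspensor-like and 7.25 ± 11 CPM in embryo-proper-like nuclei (n = 8 plates), a log2 difference of 8.43 (standard error 1.60, adjusted p = 0.00153). It was higher on 8 of 8 plates.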

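WRKY28 (AT4G18170) differed between suspensor-like and embryo-proper-like nuclei by a log2 difference of 8.95 (standard error 1.68, adjusted p = 0.00136), at 144 ± 94.5 CPM against 13 ± 32.4 CPM (n = 8 plates). The fitted difference is larger than the ratio of these levels gives, and on plate 1 the log2 of CPM + 1 differed by 0.81 only. WRKY19 (AT4G12020) differed by 4.56 (standard error 0.99, adjusted p = 0.00608), higher on 7 of 8 plates, at 159.7 ± 86.1 and 29.4 ± 60.5 CPM. Both calls were lost with no plate block, WRKY28 also at a resolution multiplied by 0.5, and WRKY19 in 1 clustering added after seeing the data. Correlations of expression with motif enrichment over the paper's clusters were not computed, since only 5 classes were at hand.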

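The consensus word used here for WOX factors, TTAATSS, was found in 35.2% of the top-ranked and 31.6% of the bottom-ranked promoters of the suspensor-like class (Fisher's exact test, two-sided, p = 0.448, adjusted over 6 words p = 0.448). It did not differ in the quiescent-center-and-columella-like class either, at 32.4% and 34.4% (Fisher's exact test, two-sided, p = 0.705, adjusted over 6 words p = 0.845). WOX8 was detected in 69.7% of suspensor-like, 29.4% of quiescent-center-and-columella-like and 4.05% of embryo-proper-like nuclei, with 31.3% of seed-coat-like nuclei (65.1%, 29.4%, 2.7% and 20.9% after thinning). It was 1 of the suspensor markers that named the class. WOX9 (AT2G33880) was higher in suspensor-like nuclei on 5 of 8 plates, at 288 ± 209.6 CPM against 94.1 ± 51.5 CPM (n = 8 plates), with a log2 difference of 1.69 (standard error 0.68, adjusted p = 0.225). WOX9 was past the threshold with DESeq2 and with limma on mean levels.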

The WOX family binding motif was similarly concentrated in BCL clusters, matching the observed expression pattern of *WOX8* (Fig. 5C) and to a lesser extent *WOX9*. 

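FUS3 (AT3G26790) stood at 361 ± 156 CPM in suspensor-like and 33.3 ± 42.6 CPM in embryo-proper-like nuclei (n = 8 plates). Its log2 difference was 4.83 (standard error 1.13, adjusted p = 0.0103), and it was higher on 8 of 8 plates. FUS3 was detected in 77.6% of suspensor-like, 47.1% of quiescent-center-and-columella-like, 13.1% of embryo-proper-like and 35.8% of seed-coat-like nuclei, or 74.3%, 38.2%, 11.3% and 32.8% after thinning. Between quiescent-center-and-columella-like and all other nuclei its fitted difference was −3.02 (2.18 relative to the median gene, adjusted p = 0.129), lower on 7 of 8 plates, and DESeq2 called it lower. Equal numbers of nuclei per plate, added after seeing the data, gave −2.31 (−2.47 relative to the median gene, adjusted p = 1). The RY motif, CATGCA, occurred in 30.4% of the top-ranked and 17.6% of the bottom-ranked promoters of the suspensor-like class (Fisher's exact test, two-sided, p = 0.00112, adjusted over 6 words p = 0.00168). In the quiescent-center-and-columella-like class it occurred in 21.6% and 18.4% (Fisher's exact test, two-sided, p = 0.434, adjusted over 6 words p = 0.758).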

The RNA encoding the B3 domain TF FUSCA3 (FUS3) is preferentially enriched in the BCL, and the RY motif bound by FUS3 is similarly enriched only in BCL clusters. Maintenance of quiescent center (QC) identity in roots requires *JACKDAW* (*JKD*), a member of the INDETERMINATE DOMAIN (IDD) subfamily of C2H2 zinc-finger TFs (Welch et al., 2007). 

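In the enrichment scores over the named classes, the first 3 genes of the quiescent-center-and-columella-like class were WOX5, WIP4 and JKD, and WIP4 was among the markers that named it. The IDD motif was not analysed here.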

The IDD motif is enriched exclusively in the QC initials, in which *JKD* is the second highest ranked gene behind *WOX5*. 

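ATML1 (AT4G21750) stood at 292 ± 114 CPM in protoderm-like and 137 ± 87.1 CPM in other embryo-proper-like nuclei (n = 8 plates), a log2 difference of 1.29 (standard error 0.61, adjusted p = 1). PDF2 (AT4G04890) stood at 499.9 ± 271 and 282 ± 176 CPM and differed by 0.81 (standard error 0.45, adjusted p = 1). Both were higher on 7 of 8 plates and past the threshold in none of the alternatives. ATML1 ranked 47 and PDF2 998 in the protoderm-like class. ATML1 was detected in 73.8% of protoderm-like (median depth 546568 counts), 16.9% of vascular-like and 73.1% of seed-coat-like nuclei, and PDF2 in 73.8%, 20.3% and 68.7%. In suspensor-like, dividing-like and quiescent-center-and-columella-like nuclei the shares were 39.5%, 55.4% and 82.3% for ATML1 and 79%, 66.1% and 88.2% for PDF2. In the ranking of the last of these classes ATML1 stood at 64 and PDF2 at 137. After thinning the protoderm-like shares were 69.2% and 70.1%. The L1 box, TAAATGYA, was present in 10.8% of the top-ranked and 10.8% of the bottom-ranked promoters of the protoderm-like class (Fisher's exact test, two-sided, p = 1, adjusted over 6 words p = 1). In the suspensor-like class it was present in 12.4% and 6.8% (Fisher's exact test, two-sided, p = 0.0475, adjusted over 6 words p = 0.057), and with 100 genes at each end the latter comparison passed the threshold. In the vascular-like class it was less common at the top, in 6.8% against 14.4% (Fisher's exact test, two-sided, p = 0.00842, adjusted over 6 words p = 0.0168). With 100 genes at each end (11% against 18%) or promoters from 1000 bp upstream (14.8% against 19.2%), that difference was no longer past the threshold.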

Class IV HOMEODOMAIN-LEUCINE ZIPPER (HD-ZIPs) include the L1 layer marker genes *MERISTEM LAYER 1* (*ATML1*) and *PROTODERMAL FACTOR 2* (*PDF2*), and their binding sites are overrepresented in the three protoderm clusters. The binding motifs of R1R2R3 Myb TFs, also known as mitosis-specific activator (MSA) elements, are enriched in the three clusters previously identified as actively dividing tissues (div, div.i, div.o), consistent with the role of R1R2R3 Myb TFs in positively regulating genes required for cytokinesis (Haga et al., 2007). 

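The core word of the MSA element, AACGG, was present in 77.2% of the top-ranked and 40.8% of the bottom-ranked promoters of the dividing-like class (Fisher's exact test, two-sided, p = 1.11e-16, adjusted over 6 words p = 6.66e-16). For promoters from 1000 bp upstream to the 5′ end, without the 100 bp downstream, the shares were 73.2% and 62.4%, and the adjusted p-value no longer passed the threshold. In the suspensor-like class the word was less common at the top, in 38.8% against 61.2% (Fisher's exact test, two-sided, p = 7.86e-07, adjusted over 6 words p = 2.36e-06).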

Overall, the patterns of TF binding site enrichment are consistent with the literature on early embryo development, and the list of candidate TFs could serve as a valuable resource for future studies.

**Fig. 5.**
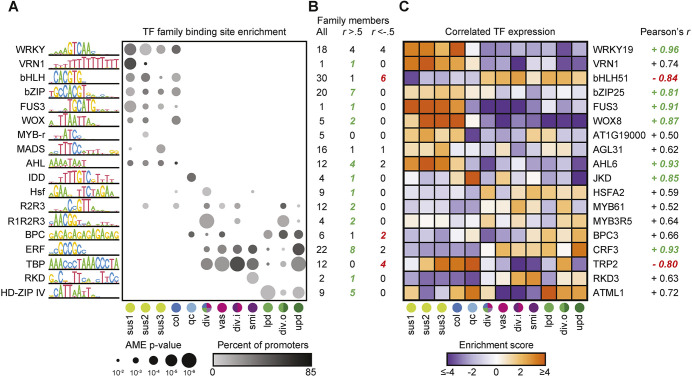
**Cluster-enriched TF binding motifs.** (A) Dot plot of TF families with DNA binding motifs significantly enriched in at least one cluster. Dot size shows the most significant enrichment (-log_10_ *P*-value, AME) of a motif in the family; dot color depicts the percentage of the top-250 ranked genes with a promoter containing the specified motif. (B) Number of TFs in each family that are detected in the globular atlas (left), have a Pearson's correlation between expression enrichment and motif enrichment across clusters greater than 0.5 (center), or less than −0.5 (right). (C) Heatmap of expression enrichment scores for the TF within each family with an expression enrichment that correlates most strongly to motif enrichment.

## DISCUSSION

We developed a method to generate high-quality transcriptomes from single embryonic nuclei without detectable contamination from surrounding seed tissues (Fig. 1). Individual nuclear transcriptomes were then grouped according to their cell type, which were validated using published datasets and RNA ISH (Fig. 2). This allowed us to construct a gene expression atlas of *Arabidopsis* embryos at the globular stage when the basic body plan is being established. Our results build upon foundational research examining the divergence of gene expression between the first two sporophytic cell lineages (Belmonte et al., 2013; Chen et al., 2021; Zhou et al., 2020) to help characterize how distinct gene expression programs, and corresponding cell types, are generated during early embryogenesis. Because evolutionary trajectories and transcripts encoding epigenetic factors or transcriptional regulators varied across early embryonic cell types, we surveyed these aspects to gain insights into how distinct gene expression programs are established in early embryos.

Consistent with a recent study, we found that genes preferentially expressed in suspensors tend to diverge more between species compared with those in embryo propers (Geist et al., 2019). Moreover, genes with enriched expression in columella initials were among the most rapidly evolving in the cell types we examined (Fig. 3C; Fig. S5). Conflict among siblings for maternal resources is thought to drive adaptive evolution of suspensors (Geist et al., 2019), which support the developing embryo proper and can serve as a conduit for maternally derived molecules (Nagl, 1990; Robert et al., 2018; Shi et al., 2019; Stadler et al., 2005; Yeung, 1980). Because columella initials are situated between the suspensor and embryo proper, they may help regulate communication between mothers and their offspring. In addition, DNA glycosylases required for demethylation of DNA are upregulated in the BCL of preglobular embryos, and our results are consistent with them catalyzing the removal of transcriptionally repressive methylation from gene promoters by the globular stage (Fig. 4). Interestingly, genes required for 24-nt siRNA biogenesis (e.g. *CLSY1*, *NRPD1A* and *DCL3*) were preferentially expressed in suspensors whereas transcripts encoding several AGO proteins that bind to small RNAs and mediate gene repression were enriched in embryo propers, especially shoot meristem initials from which the gametes are ultimately derived (Fig. 4A). Moreover, small RNAs can move between cells through plasmodesmata (Vatén et al., 2011), which also connect suspensors with embryo propers (Mansfield and Briarty, 1991). Similar to what has been proposed in other terminally differentiated cell-types in reproductive tissues (Calarco et al., 2012; Feng et al., 2013; Hsieh et al., 2009; Ibarra et al., 2012; Mosher and Melnyk, 2010; Slotkin et al., 2009), it is conceivable that suspensors generate large amounts of 24-nt siRNAs that flow into embryo propers and help silence and immobilize transposons to limit their mutagenic potential. Although beyond the scope of the current study, future cell-specific profiling of siRNAs and epigenetic marks in embryos should enable characterization of DNA demethylation and siRNA production in suspensors.

It is well-established that TFs drive pattern formation during animal embryogenesis, but relatively little is known about transcriptional regulation in plant embryos, partially due to redundancy among TF family members. By examining the relationships between TF expression levels and the enrichments/depletions of their corresponding binding motifs across embryonic cell types, we both verify existing models and provide testable hypotheses for how specific TFs influence cell-specific gene expression programs in early *Arabidopsis* embryos (Fig. 5; Table S5). For example, we observed characteristic patterns of TF binding motif enrichments and expression patterns in suspensors, quiescent center initials, sub-protoderm, protoderm and shoot meristem initials (Fig. 5). WRKY2 regulates suspensor development by transcriptionally activating *WOX8* and *WOX9*, which in turn are redundantly required for suspensor development (Breuninger et al., 2008; Ueda et al., 2011, 2017). Accordingly, suspensors were enriched for WRKY and WOX motifs, as well as motifs for FUS3 which has also been implicated in suspensor development (Lotan et al., 1998). 

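VRN1 (AT3G18990), AHL1 (AT4G12080) and AHL6 (AT5G62260) were higher in suspensor-like than in embryo-proper-like nuclei on 8 of 8 plates. VRN1 stood at 607 ± 162 CPM against 95.8 ± 56.1 CPM, AHL6 at 551 ± 309 against 38.6 ± 46.8 CPM and AHL1 at 185 ± 78.7 against 43.9 ± 52.4 CPM (n = 8 plates). Their log2 differences were 3.22 (standard error 0.45, adjusted p = 0.000146), 5.81 (standard error 0.95, adjusted p = 0.000444) and 3.42 (standard error 0.92, adjusted p = 0.03). AHL1 fell under the threshold without plate 1, 4, 6, 7 or 8, with no plate block and in several other settings. The binding motifs of these factors were not analysed here.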

Although VRN and AHL TFs do not have reported functions in suspensors, their binding motifs and expression of their corresponding family members (i.e. *VRN1*, *AHL1* and *AHL6*) were suspensor-enriched, which is consistent with transcriptional regulatory functions. 

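The telobox, AAACCCTA, the word searched here for telomere repeat binding factors, was present in 5.6% of the top-ranked and 24.4% of the bottom-ranked promoters of the suspensor-like class (Fisher's exact test, two-sided, p = 2.91e-09, adjusted over 6 words p = 1.75e-08). With promoters from 1000 bp upstream to the 5′ end, without the 100 bp downstream, the shares were 9.2% and 14% and no longer differed past the threshold. The word was more common at the top of the protoderm-like ranking, 20.4% against 5.6% (Fisher's exact test, two-sided, p = 9.44e-07, adjusted over 6 words p = 5.66e-06), and of the vascular-like ranking, 22% against 4.4% (Fisher's exact test, two-sided, p = 3.99e-09, adjusted over 6 words p = 2.39e-08). With the longer promoters these were 15.6% against 10% (adjusted p = 0.162) and 15.2% against 9.2% (adjusted p = 0.165), no longer past the threshold. Expression of TBP genes was not analysed here.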

TELOMERE BINDING PROTEIN (TBP) TFs have also not been implicated in suspensor development, and *TBP* expression and TBP binding motifs were enriched and depleted in suspensor-enriched gene promoters, respectively. TBPs can recruit polycomb group complexes (PcGs) to target loci and help repress their expression (Zhou et al., 2016, 2018). Similarly, BASIC PENTACYSTEINE (BPC) TFs can also recruit PcGs to target loci (Hecker et al., 2015; Xiao et al., 2017), and expression of specific BPC family members (e.g. *BPC5/7*) was enriched in suspensors, and BPC binding motifs were depleted from the promoters of top-250 ranked suspensor genes (Table S5). 

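BPC7 (AT2G35550) stood at 39.9 ± 32.9 CPM in suspensor-like and 1.28 ± 2.39 CPM in embryo-proper-like nuclei (n = 8 plates), a log2 difference of 9.06 (standard error 2.47, adjusted p = 0.0249), higher on 7 of 8 plates. It fell under the threshold without plate 1, 3, 4, 6 or 8 and with no plate block. BPC5 (AT4G38910) differed by 3.70 (standard error 2.36, adjusted p = 0.444), was higher on 6 of 8 plates and passed the threshold with DESeq2 only. BPC motifs were not analysed here.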

Future experiments are required to test whether TBP/BPC-mediated recruitment of PcGs and resulting epigenetic silencing is required for suspensor development.

The QC initials are derived from the uppermost derivative of the BCL and, unlike suspensors, contribute to post-embryonic tissues. IDD TF binding motifs were specifically enriched in the QC initials and expression of the IDD family member, JKD, which is required for QC identity in roots (Welch et al., 2007), was highly enriched in QC initials but not suspensors (Fig. 5). This implies that the superimposition of JKD on the BCL TF combinations could promote QC initial identity in early embryos. In contrast to the BCL, the sub-protoderm (i.e. inner cells of the embryo proper) is enriched in motifs including those for BPC, TBP and ERF TFs (Fig. 5). 

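DRN (AT1G12980) had no counts in suspensor-like nuclei, and 3 counts would allow it in up to 1.97% of them. It was detected in 11.3% of embryo-proper-like and 18.7% of protoderm-like nuclei, and in 0% of seed-coat-like nuclei. After thinning the first share was 9.01%. Its level in embryo-proper-like nuclei was 14.1 ± 11.6 CPM (n = 8 plates), and the difference from suspensor-like nuclei, in the same direction on 8 of 8 plates, had an adjusted p of 0.0123 by edgeR. With nuclei of at least 200000 reads and 1500 genes its counts were too low for the edgeR filter, so it was not tested there. The same holds for equal numbers of nuclei per plate and for all 4 clusterings added after seeing the data. GCC motifs were not analysed here.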

Among several other ERF family members preferentially expressed in the embryo proper, DRN functions upstream of auxin and binds GCC motifs to promote meristem identity (Chandler et al., 2007; Eklund et al., 2011; Iwase et al., 2017; Kirch et al., 2003). The protoderm already expresses genes characteristic of specific processes inherent to the outermost layer during early embryogenesis (Fig. 3A) and is enriched for HD-ZIP IV TF motifs (Fig. 5A). Accordingly, transcripts encoding ATML1 and PDF2 family members were enriched in the protoderm and are required for its specification (Abe et al., 2003; Ogawa et al., 2015). Another cell-specific enrichment of cis-regulatory motifs was observed for RKD TFs in the shoot meristem initials. RKD genes tend to be expressed in reproductive tissues of land plants (Jeong et al., 2011; Koi et al., 2016; Kőszegi et al., 2011; Waki et al., 2011) and their overexpression is sufficient to induce expression of undifferentiated cell types (Kőszegi et al., 2011; Waki et al., 2011). Therefore, the enrichment of RKD motifs, as well as the preferential expression of *RKD3/5* family members, in the shoot meristem initials make *RKD3/5* good candidates for future investigation into the establishment of shoot meristem initial gene expression programs.

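RKD3 was detected in 21 retained nuclei, of which 16 were embryo-proper-like and none suspensor-like. RKD5 was detected in 72 nuclei, in 22.4% of suspensor-like, 10.4% of embryo-proper-like and 10.4% of seed-coat-like nuclei, or 17.8%, 9.01% and 8.96% after thinning. RKD3 reads were present in 7.21% of embryo-proper-like and 1.49% of seed-coat-like nuclei. Neither gene was tested between classes, since no shoot-meristem-like class could be named, and RKD motifs were not analysed here.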

In addition to providing an early embryonic gene expression atlas, the presented workflow may help guide snRNA-seq experiments on embryos and other plant tissues that are difficult to access. The future application of similar techniques across embryonic stages in *Arabidopsis* and other species should contribute to a deeper understanding of how gene expression programs are dynamically established during plant embryogenesis. Moreover, integrating snRNA-seq data with other single-cell genomic technologies such as single-cell ATAC-seq (Buenrostro et al., 2015; Cusanovich et al., 2015) may allow further characterization of gene regulatory mechanisms operating in plant embryos. We expect that, together with more focused studies, these genome-wide datasets will accelerate our understanding of the molecular basis of pattern formation in plant embryos.

## MATERIALS AND METHODS

### Plant materials, growth conditions and microscopy

*Arabidopsis thaliana* accession Columbia (Col-0) plants containing pWOX2::H2B-GFP, pWOX2::tdTomato-RCI2b (pWOX2::NLS-GFP) (Gooh et al., 2015) or no transgenes were grown at 20-22°C and 16 h light/8 h dark cycles under incandescent lights (130-150 µmol/m^2^/s) in a climate-controlled growth chamber. The *rdd* triple mutants were composed of *ros1-3*, *dml2-1* and *dml3-1* (Penterman et al., 2007) and Nomarski microscopy was carried out as previously described (Plotnikova et al., 2019).

### Nuclei isolation and FANS

Developing seeds containing globular embryos from the transgenic pWOX2::H2B-GFP, pWOX2::tdTomato-RCI2b lines and wild-type Col-0 were isolated before sorting. For each set, developing seeds were isolated with tungsten needles under a stereomicroscope from 20 self-pollinated siliques at stage 17 (Smyth et al., 1990), corresponding to 72 h after pollination when most embryos are at the early/mid-globular stage under the growth conditions used. Developing seeds were isolated at the same time of day to minimize variations caused by circadian rhythms and immediately transferred to 600 μl cooled fixative buffer consisting of 1× Galbraith's buffer [20 mM MOPS (pH 7.0), 30 mM sodium citrate, 1% Triton X-100, 45 mM MgCl_2_] and 500 µM dithiobis(succinimidyl propionate) (DSP; Thermo Fisher Scientific). All buffers used in the nuclei isolation and sorting contained 0.4 U/ml RNAse inhibitor murine (New England Biolabs). Cross-linked samples were incubated with 800 μl quenching buffer [1 M Tris-HCl (pH 7.0), 30 mM sodium citrate, 1% Triton X-100 and 45 mM MgCl_2_] at room temperature for 15 min with gentle shaking. The quenched samples were washed twice with 600 μl HG-GB (1× Galbrath's buffer and 1 M hexylene glycerol; Sigma-Aldrich). The seeds were then gently homogenized with micro-pestles in 1.5 ml microtubes with 200 μl HG-GB. Micro-pestles were rinsed with 400 μl HG-GB, and the homogenized samples were gently pipetted ten times before incubating at 4°C for 15 min to maximize nuclei release. The partially homogenized samples were then filtered with 30 μm filters and collected in 2 ml microtubes. Another 600 μl HG-GB were added to the 1.5 ml microtube, and filtered and collected through the same 30 μm filter and 2 ml microtube, respectively, to maximize nuclei recovery. The filtered samples were then centrifuged at 1000 ***g*** at 4°C for 10 min. The supernatant was carefully removed without disturbing the grayish pellet of nuclei. A fresh aliquot of 1 ml HG-GB and 1 μl of 10 mg/ml DAPI was added into microtubes and the pellet was gently re-suspended. Samples were then washed five times, including a 10-min centrifugation at 1000 ***g*** at 4°C and replacement of supernatant with fresh aliquots of 1 ml 1× Galbrath's buffer. The washed nuclei were then re-suspended in 800 μl 1× Galbraith's buffer for sorting.

The isolated nuclei were sorted with a BD FACSAria™ III Cell Sorter (BD Biosciences) with a 70 μm nozzle. The scatter gates were adjusted accordingly with Col-0 nuclei. DAPI signals were activated by a 375 nm laser and collected with a 450/40 nm filter. GFP signals were activated by a 488 nm laser and collected with a 530/30 nm filter. To maximize purity, only the droplets containing a DAPI signal within the two peak regions representing 2 constant (2C) and 4 constant (4C) nuclei (Fig. S1A,C) were considered for GFP gating. For GFP gating, a region with low auto-fluorescence and high GFP signal was selected (Fig. S1B,D), which had less than three events in Col-0 samples and on average ≥200 events for pWOX2::NLS-GFP samples. Each nucleus passing both DAPI and GFP gating was collected with single-cell settings in 4 μl of cell lysis buffer (Picelli et al., 2014a) supplemented with 25 mM DTT in single wells of 96-well plates.

### snRNA-seq

Smart-seq2 libraries were prepared following the published SmartSeq2 single-cell protocol (Picelli et al., 2014a,b) with an additional 30-min 37°C incubation before reverse transcription. Libraries were sequenced on an Illumina Hi-Seq 2500 in 50-base single end mode. Sequencing reads from each sample were preprocessed by trimming adapters using cutadapt v2.6 (Martin, 2011) in two steps. First, Nextera adapters (5′-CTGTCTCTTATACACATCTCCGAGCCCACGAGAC-3′) were trimmed from the 3′ end of reads, followed by trimming of template-switching oligos (TSO; 5′-AAGCAGTGGTATCAACGCAGAGTACATGGG-3′) and oligo-dT adapters (5′-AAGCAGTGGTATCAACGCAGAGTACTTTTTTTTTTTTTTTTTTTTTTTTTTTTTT-3′) from the 5′ and 3′ ends of reads, respectively. A Kallisto index was built from a combined FASTA file of all transcript models in EnsemblPlants TAIR10 v40 (ftp://ftp.ensemblgenomes.org/pub/plants/release-40/gff3/arabidopsis_thaliana/Arabidopsis_thaliana.TAIR10.40.gff3.gz), 96 ERCC spike-in transcripts and sGFP. Each trimmed sample FASTQ file was pseudoaligned to this index using the command ‘kallisto quant’ with the options ‘--single --fragment-length 200 --sd 100’ to produce a table of transcripts per million (TPM) for each sample.

### Quality control and census count conversion

The TPM table, cell data and gene data were imported into Monocle3 (Cao et al., 2019). Libraries with less than either 100,000 aligned reads or 1000 detected genes were considered as low quality and excluded from subsequent analyses. The TPM values were then converted to census counts with the census conversion algorithm (Qiu et al., 2017; Trapnell et al., 2014). The census counts were used as gene expression levels in the subsequent analyses.

### Maternal contamination removal and tissue enrichment tests

Gene expression values were used to perform tissue enrichment tests with default settings as described (Schon and Nodine, 2017). The census count expression and metadata of snRNA-seq libraries from eight plates (Table S1) were constructed as a cell data set (CDS) in Monocle3 with R version 3.6.3. The quality control was carried out according to Monocle3 guidelines. Genes passing the Monocle3 function detect_genes(CDS, min_expr=0.1) and expressed in at least three nuclei were considered in subsequent analyses. The above quality control steps resulted in a CDS with 534 nuclei and 24,591 genes. An unsupervised UMAP (McInnes et al., 2018 preprint) dimension reduction and clustering performed on this CDS resulted in 20 clusters. Two of the clusters (Clusters 12 and 13 in Fig. S2) were dominated by nuclei that resembled the seed coat reference according to tissue enrichment tests, and therefore corresponding nuclei were excluded from subsequent analyses. After contamination removal, a CDS containing 486 globular embryonic nuclei and 23,959 detectable genes was then used for subsequent cell type score calculation and clustering.

### Calculation of cell type scores for globular nuclei and clustering

A set of 174 embryonic marker genes based on either RNA ISH or transcriptional/translational fusions to fluorescent or beta-glucuronidase (GUS) reporters were collected from the literature (Table S2). Expression levels were recorded as strongly expressed (s), weakly expressed (w), not expressed (n) or non-informative (NA) for each of nine cell types: upd, lpd, smi, upper inner periphery (uip), vas, ground tissue initials (grd), qc, col and sus. The corresponding 174×9 matrix was intersected with expressed genes in our globular snRNA-seq libraries, which had at least one census count in at least seven nuclei. The resulting 135 expressed marker genes served as the reference for cell type-score calculations, with 56, 52, 38, 43, 62, 43, 56, 51 and 29 positive markers (i.e. strongly or weakly expressed) and 79, 83, 97, 92, 73, 92, 79, 84 and 98 negative markers (i.e. not expressed) for upd, lpd, smi, uip, vas, grd, qc, col and sus, respectively. We used two-tailed hypergeometric tests assuming that a nucleus expressing positive and negative markers of a cell type was more or less likely to be from that cell type, respectively. The resulting *P*-values were -log_10_-transformed to compute cell type scores. The 486×9 matrix of cell type scores was then used for dimension reduction and clustering. Cluster identities were predicted based on the cell type labels within each cluster.

### Validation of cluster identities

The mean expression values of all nuclei within each cluster were used to perform tissue enrichment tests as previously described (Schon and Nodine, 2017) and to calculate Spearman's correlation coefficients with published globular stage embryo proper (32E) and suspensor (32S) samples (Zhou et al., 2020). The expression levels of selected markers and three recently reported genes [*PEAR1* (*AT2G37590*), *DOF6* (*AT3G45610*) and *GATA20* (*AT2G18380*)] (Smit et al., 2020) not included in our reference marker table for tissue score calculation were plotted with the Monocle3 ‘plot_genes_by_group()’ function.

We selected 33 RNA ISH candidates without previously reported embryonic expression patterns according to their expression patterns and probe specificity (Table S6). RNA *in situ* probes were generated from synthesized double-stranded DNA (gBlocks Gene Fragments; Integrative DNA Technologies) and applied as previously described (Nodine et al., 2007). For each probe, 21-122 globular stage embryos (i.e. biological replicates) were examined from two to eight microscope slides (i.e. technical replicates) for a total of 1420 embryos from 112 slides (Fig. S4). To minimize potential bias, all *in situ* images were examined and classified by someone that did not perform the experiments and did not know the identities of the samples.

### Ranked gene enrichment

For each cluster of nuclei, a ranked gene enrichment strategy was defined as follows: let *G* be the set of ‘expressed’ genes, defined as all nuclear-encoded and RNA Polymerase II-transcribed genes with ≥1 RNA-seq read count in ≥10% of nuclei in ≥1 cluster. For each gene *i* in each nucleus *j*, 
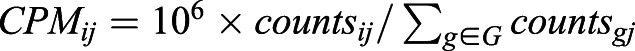
. Let *C* be a set of nuclei in a cluster and |*C*| the number of nuclei in cluster *C*. Mean CPM of gene *i* in cluster *C* is defined as 
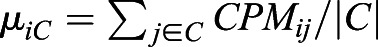
. Proportion detected *p* is defined for each gene *i* in each cluster *C* as the number of nuclei in which gene *i* was detected: 
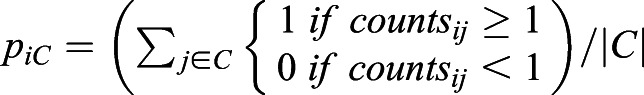
. Using one cluster *C* as an ingroup and all other clusters as outgroup *O*, a mean CPM log_2_ fold change of each gene *i* is calculated as 
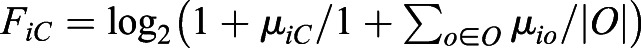
, and a mean proportion difference 
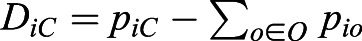
. Both sets *F_C_* and *D_C_* were centered and mean-scaled so that 
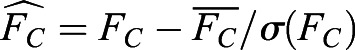
, and 
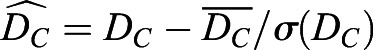
, where 

 is the mean and *σ*(*x*) the standard deviation. Enrichment magnitude *E_iC_* of gene *i* in cluster *C* is the combined deviation from the mean of *F_C_* and *D_C_*:
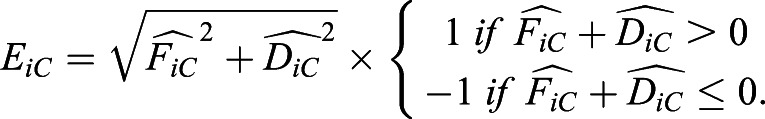
In each cluster, genes were ranked from highest to lowest enrichment magnitude and the first 250 genes and last 250 genes were considered ‘top-ranked genes’ and ‘bottom-ranked genes’, respectively (Table S3).

### Gene ontology analyses

The IDs of the top-250 ranked genes for each cluster were submitted to TAIR GO Term enrichment (https://www.arabidopsis.org/tools/go_term_enrichment.jsp) using the PANTHER classification system (Mi et al., 2021) to compute false discovery rates with Fisher's exact tests. All enriched terms are presented in Table S4. The five most significant GO terms not related to ribosomes are highlighted in Fig. 3.

### TF binding site analyses

Promoters for all genes were defined as the region 500 bp upstream to 100 bp downstream of the most common 5′ end in nanoPARE datasets of globular-stage embryos (Plotnikova et al., 2019). For genes without nanoPARE signal, the most upstream 5′ end annotated in TAIR10 v.46 was used. TF binding motifs for *Arabidopsis thaliana* were downloaded from CIS-BP (http://cisbp.ccbr.utoronto.ca) (Weirauch et al., 2014). All directly determined motifs were tested for statistical overrepresentation using Analysis of Motif Enrichment (AME; http://meme-suite.org/doc/ame.html) (McLeay and Bailey, 2010) in each cluster by comparing the top-250 ranked gene promoters against a background set of the bottom-250 ranked gene promoters with default parameters. Motifs that were significantly enriched in at least one cluster were collapsed into motif families. The cluster-specific expression of all genes with a significantly enriched motif were tested for correlation with the cluster-specific pattern of motif family enrichment, as well as all genes not represented in the CIS-BP database, but in the same TF subfamily as a gene with a significant motif.

## Supplementary Material

Supplementary information

Reviewer comments

# Supplementary material for: Gene expression variation in Arabidopsis embryos at single-nucleus resolution
**Source:** Development. 2021 Jul 6;148(13):dev199589. doi: 10.1242/dev.199589
**Supplement:** Supplementary information

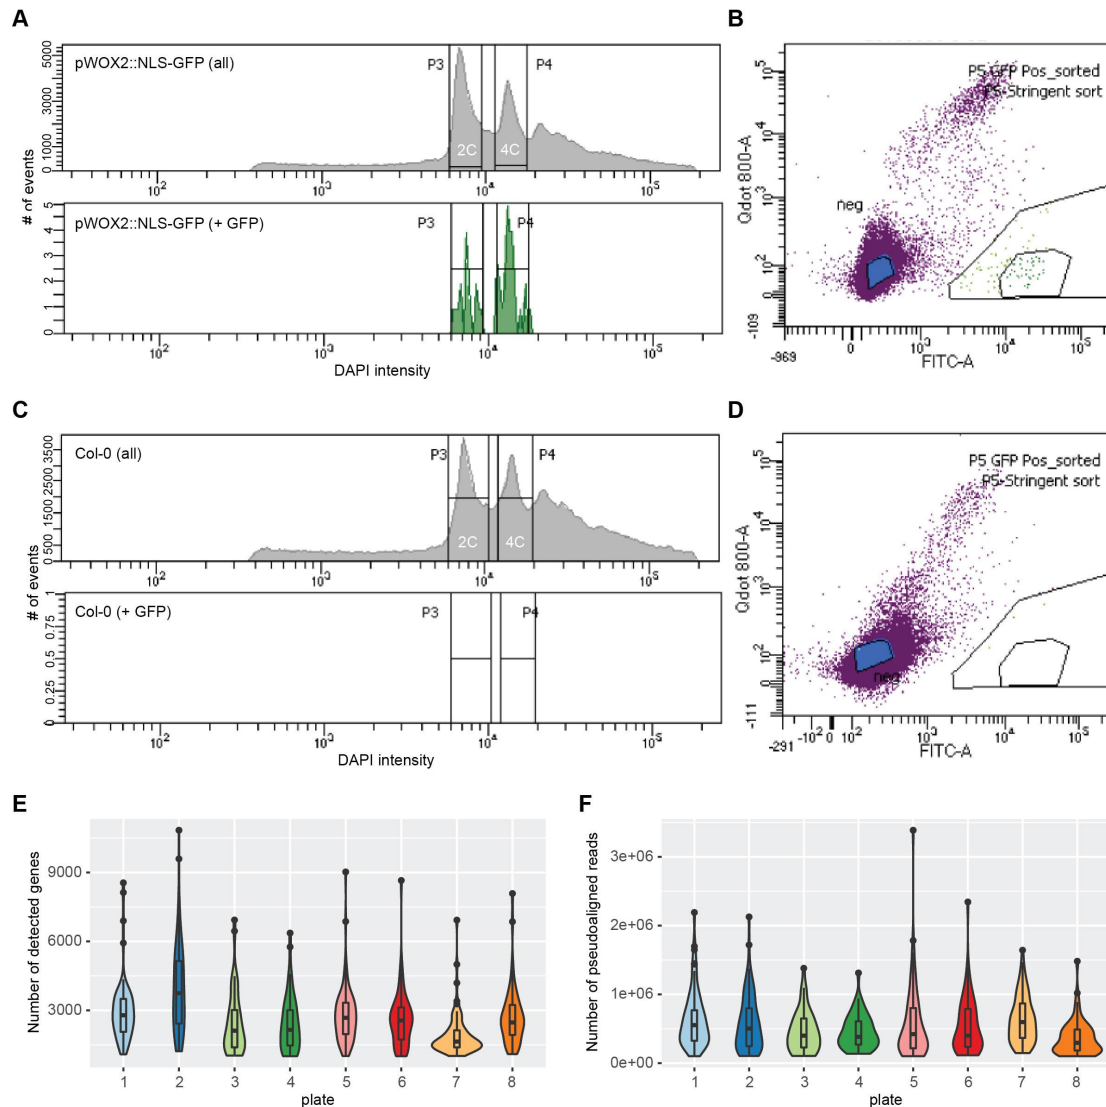

**Figure S1. Embryonic nuclei enrichment with FACS and qualities of snRNA-seq libraries.**

(A and C) Representative DAPI (*top*) and GFP (*bottom*) profiles for the pWOX2::NLS-GFP transgenic line (A) and Col-0 (C). DAPI intensities and the number of events, which include nuclei, are shown on the x and y axes, respectively. Selection gates centered on the 2C and 4C peaks were applied to reduce debris or aggregates. (B and D) Representative fluorescence scatter plots for the pWOX2::NLS-GFP transgenic line (B) and Col-0 (D), where the x and y axes represent GFP emission and 800-nm auto-fluorescence, respectively. Each dot represents an event (e.g. a nucleus) that passed the DAPI 2C/4C gate. Two regions representing high GFP and low infrared fluorescence were drawn, and the more stringent inner circle was used to enrich GFP-positive nuclei. (E and F) The number of genes detected (E) and reads aligned to the reference transcriptome (F) in single nuclear libraries from each 96-well plate.

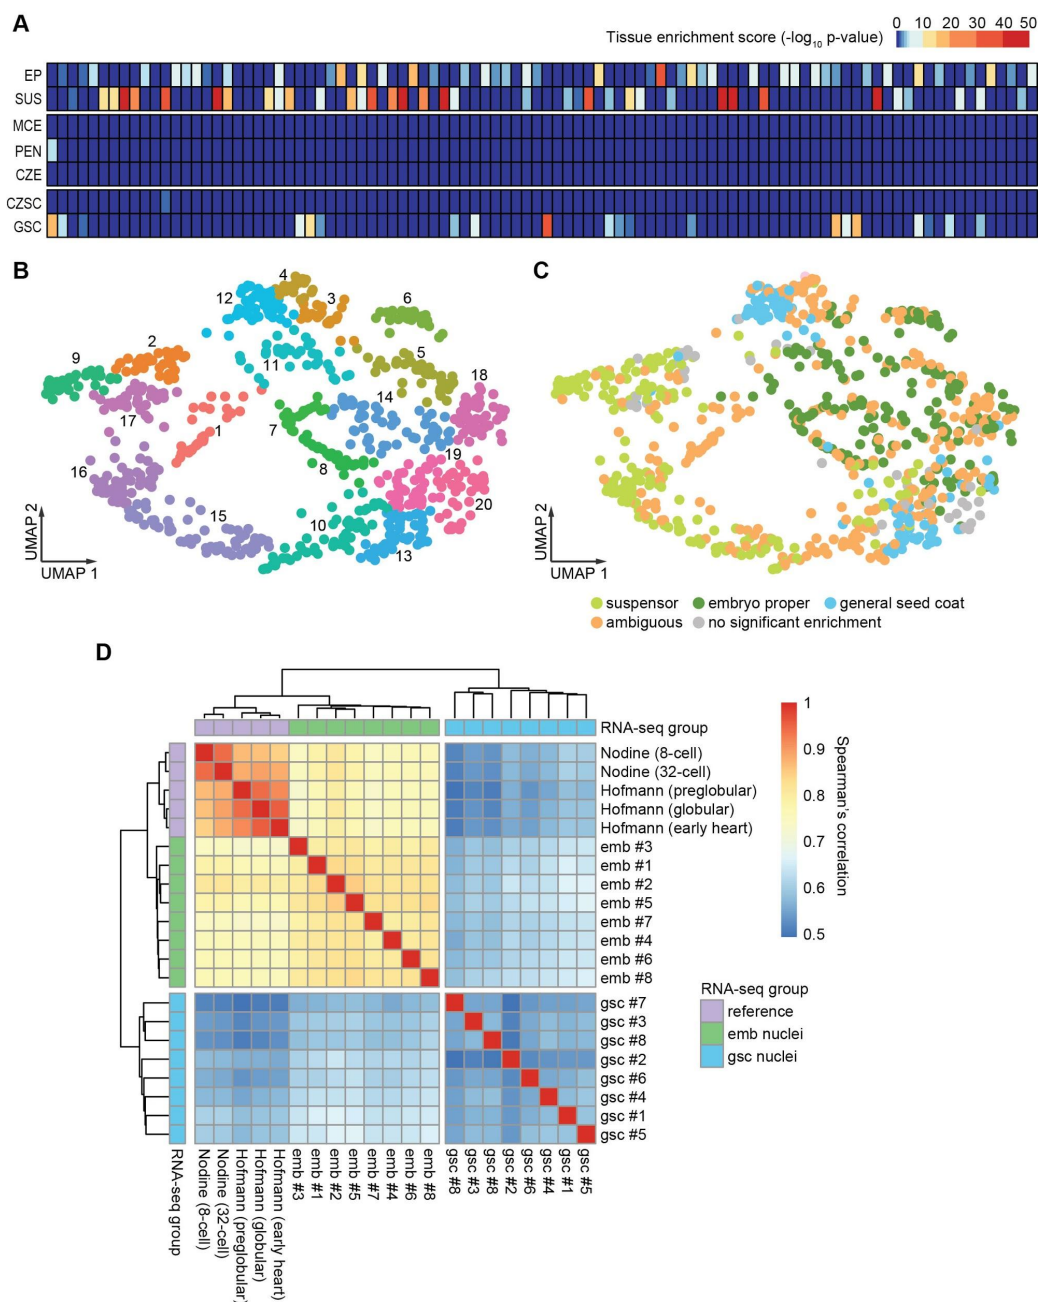

**Figure S2. Assessing and mitigating maternal RNA contamination.** (A) A representative result of tissue enrichment tests on snRNA-seq libraries from a 96-well plate. Each row represents one of the seed tissue types, and each column represents a snRNA-seq transcriptome. Most nuclei were enriched for one tissue type, indicating that the major source of maternal contamination were false-positive sorted maternal nuclei instead of the ambient RNA. EP, embryo proper; SUS, suspensor; MCE, micropylar endosperm; PEN, peripheral endosperm; CZE, chalazal endosperm; CZSC, chalazal seed coat; GSC, general seed coat.

(B,C) Unsupervised clustering and identification of contaminated nuclei. All snRNA-seq libraries with  $\geq 100,000$  aligned reads and  $\geq 1,000$  expressed genes were clustered and the resulting UMAP plots were color-coded by clusters (B) or the significantly enriched tissue type according to tissue enrichment test (C). If a snRNA-seq library had no significantly enriched tissue type or was significantly enriched for more than one tissue type, it was labeled as no significant enrichment or ambiguous, respectively. (D) Heatmap illustrating Spearman's correlation coefficients among the snRNA-seq libraries classified as embryonic (emb) or general seed coat (gsc) and grouped by plate as shown Fig. 1C and published embryonic datasets (Hofmann et al., 2019; Nodine and Bartel, 2012).

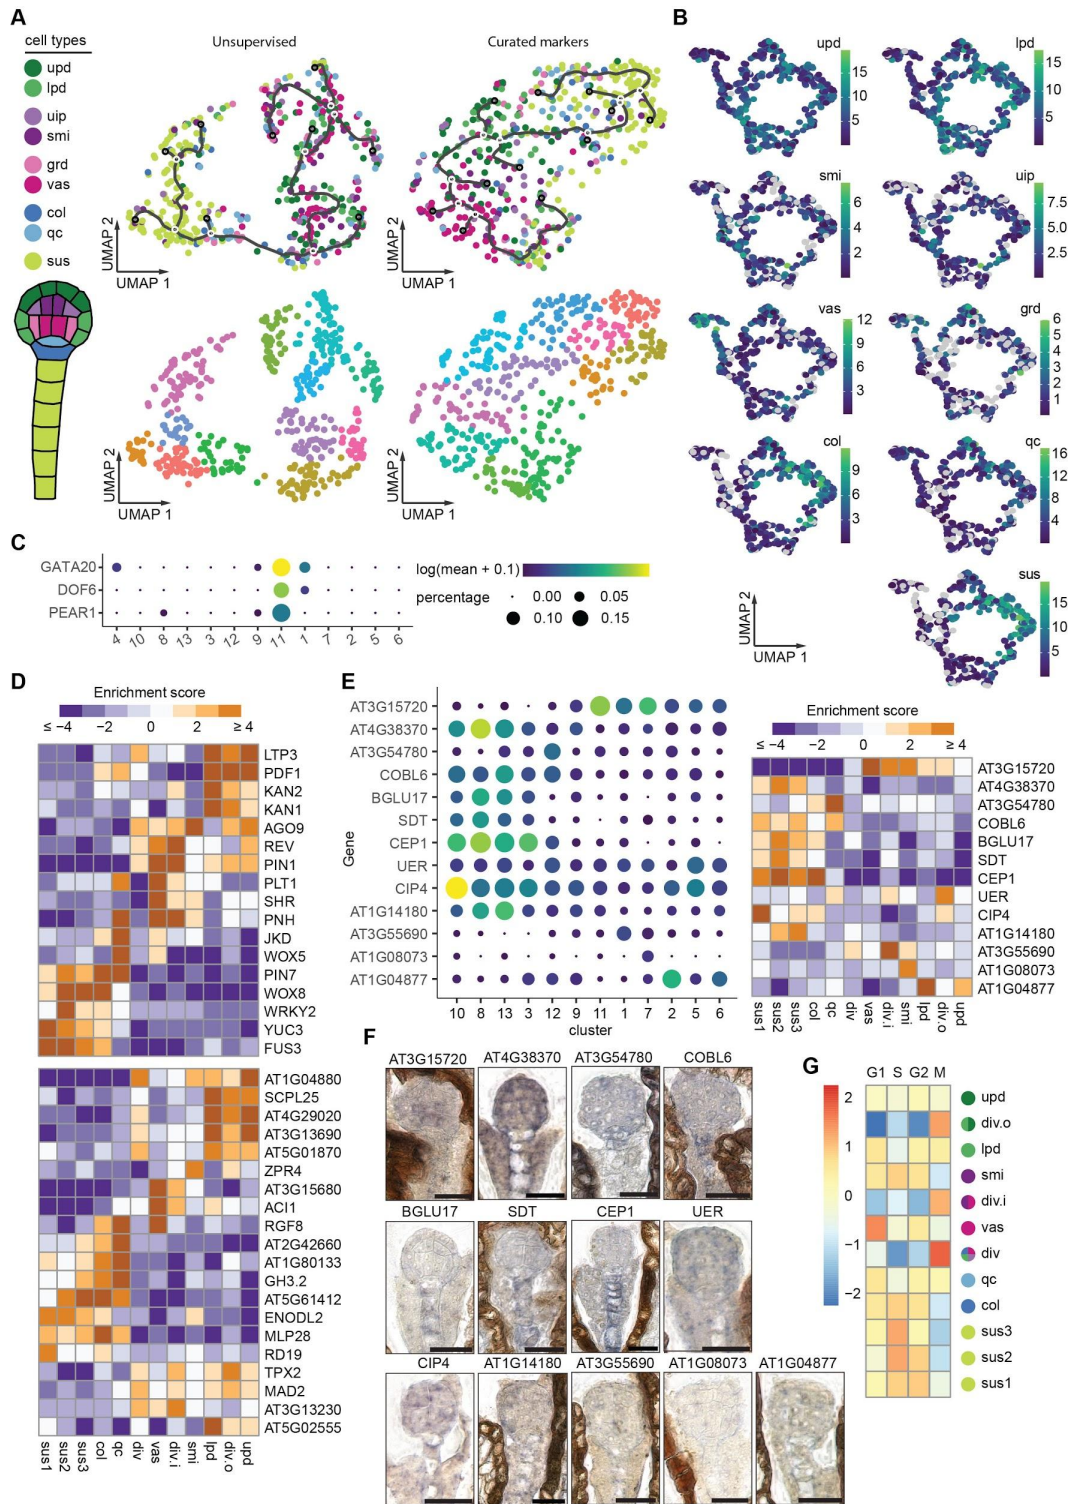

**Figure S3. Resolving cell types by clustering.** (A) UMAP plots based on unsupervised (*left*) and clustering based on expression of marker genes (*right*). The embryonic cell types are as in Fig. 2A. Each dot represents a nucleus and was colored according to cell type scores (*top*) or cluster (*bottom*). (B) Accumulated expression of cell-enriched markers across clusters defined in

Fig. 2A and B. Each dot represents a nucleus and was colored according to expression levels (i.e. accumulated census counts) based on the keys. Cell types are indicated in each graph and abbreviations are as in Fig. 2A. (C) Dot plots illustrating the expression patterns across the clusters defined in Fig. 2A and B for three vascular-specific genes (Smit et al., 2020), which were not included in the marker list used to guide the clustering. The sizes of dots represent the percentage of nuclei the transcript was detected in for each cluster, and the colors represent the  $\log_{10}$ -transformed mean expression levels of each cluster. (D) Enrichment scores of the transcripts presented in Fig. 2C (*top*) and Fig. 2E (*bottom*). Cluster identities are indicated at the bottom and are as in Fig. 2G. (E) Dot plots of expression patterns (*left*) and heatmaps of enrichment scores (*right*) corresponding to the remaining 13 RNA ISH candidates not shown in Fig. 2. (F) Representative RNA ISH images of the remaining 13 candidates not shown in Fig. 2. Scale bars represent 20  $\mu\text{m}$ . (G) Enrichments and depletions of cell-cycle related genes among the top-250 ranked genes for each cluster. Cluster identities are as in Fig. 1G.

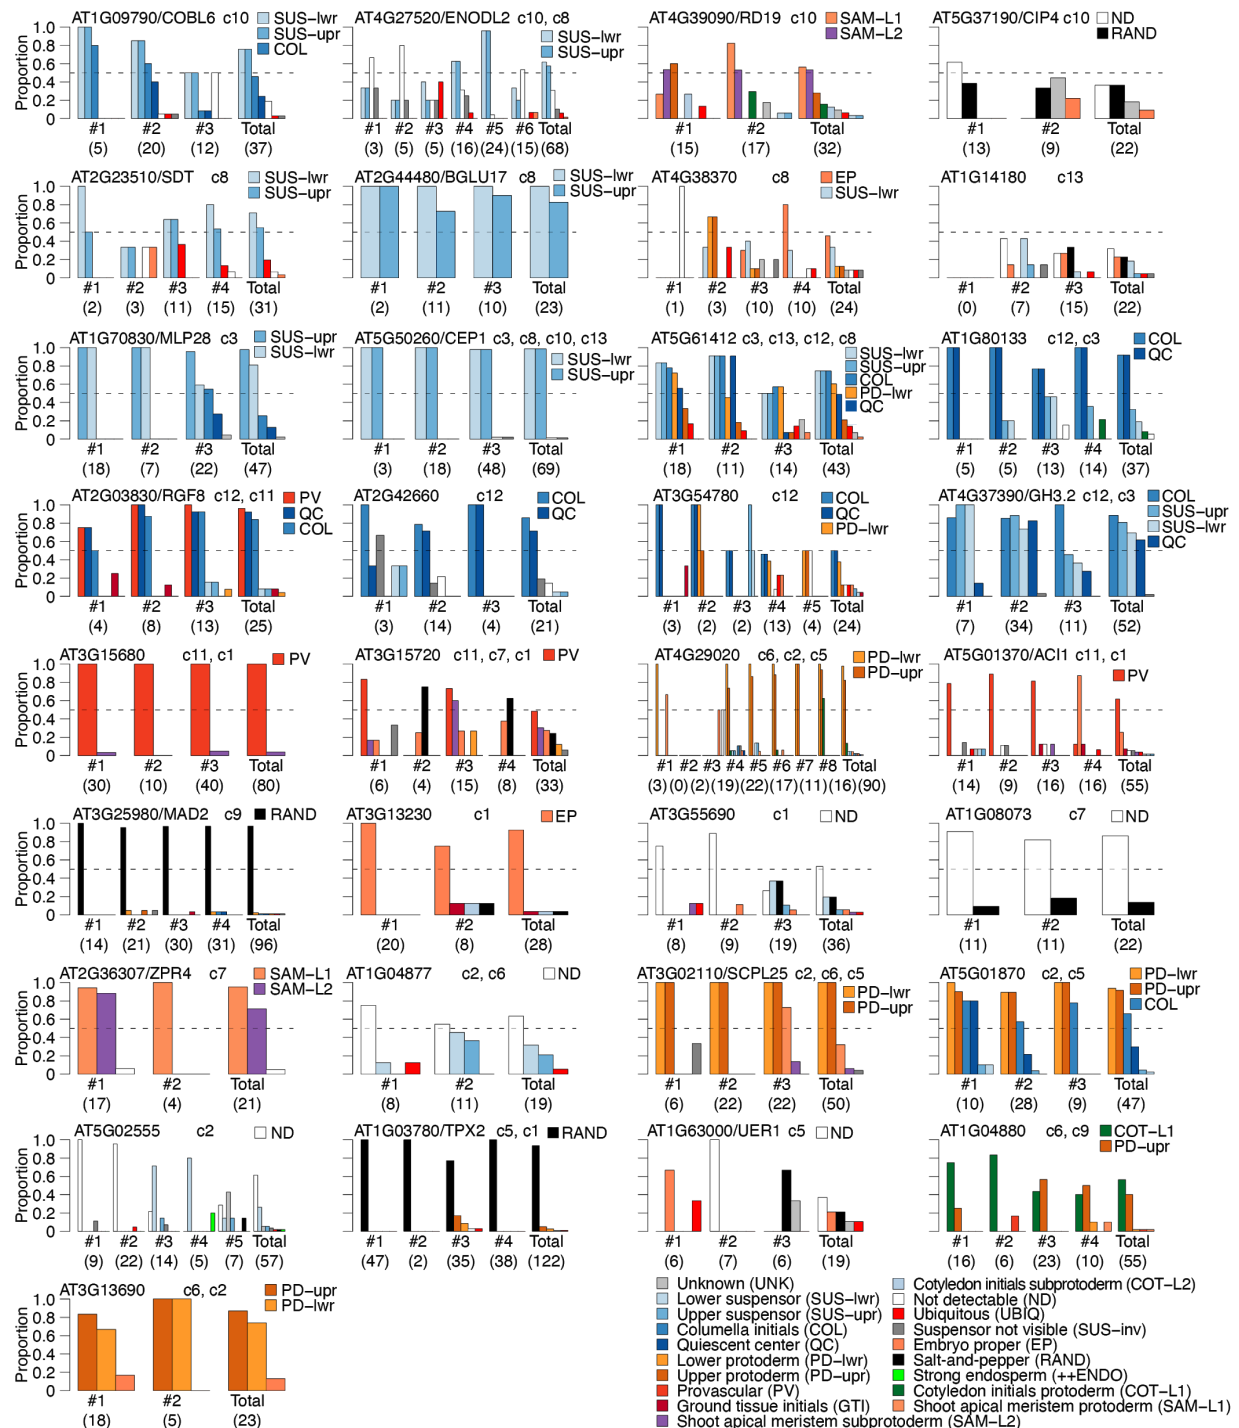

**Figure S4. Quantification of RNA in situ patterns.** Bar plots illustrating the proportion of globular-stage embryos with RNA in situ signals in various cell types. Each panel summarizes patterns observed for individual transcripts. Corresponding unique gene identifiers (i.e. Arabidopsis Genome Initiative identifiers; AGIs) and, if annotated, common names are shown in the upper-left corner of each panel. Clusters for which transcripts are within the top-250 ranked

genes are indicated at the top of each graph (e.g. c1, c2, etc.) in ascending order based on their rankings. Proportions of signals are shown for individual slides (i.e. technical replicates), as well as totals for each transcript, and the number of embryos examined (i.e. biological replicates) are noted in parentheses. Legends in each panel are shown for patterns that occurred in >33% of embryos, and the full legend is in the bottom-right corner.

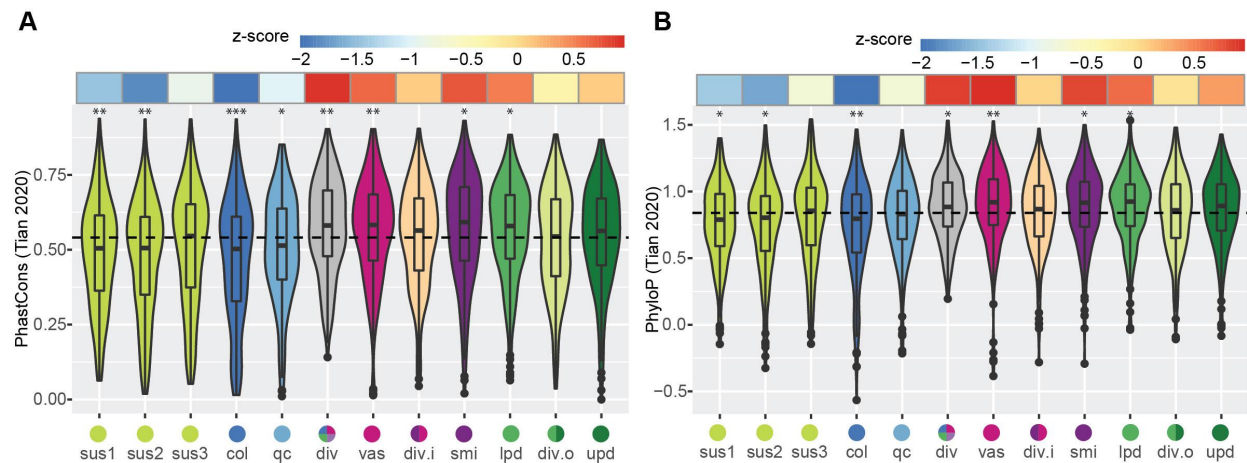

**Figure S5. Conservation score distribution among clusters.**

(A and B) PhastCons (A) and PhyloP (B) conservation scores (Tian et al., 2020) of the top-250 ranked genes for each cluster. The mean scores of all expressed genes are indicated by dashed lines, deviations from the means are presented in the upper row as z-scores. The asterisks indicate p-values  $\leq 0.05$  (\*),  $\leq 0.01$  (\*\*) or  $\leq 0.001$  (\*\*\*) based on two-sided Kolmogorov–Smirnov tests with the alternative hypothesis that the cluster conservation score distributions of the top-ranked 250 genes were not equal to that of all expressed genes in embryos. Cluster identities are as in Fig. 2G.

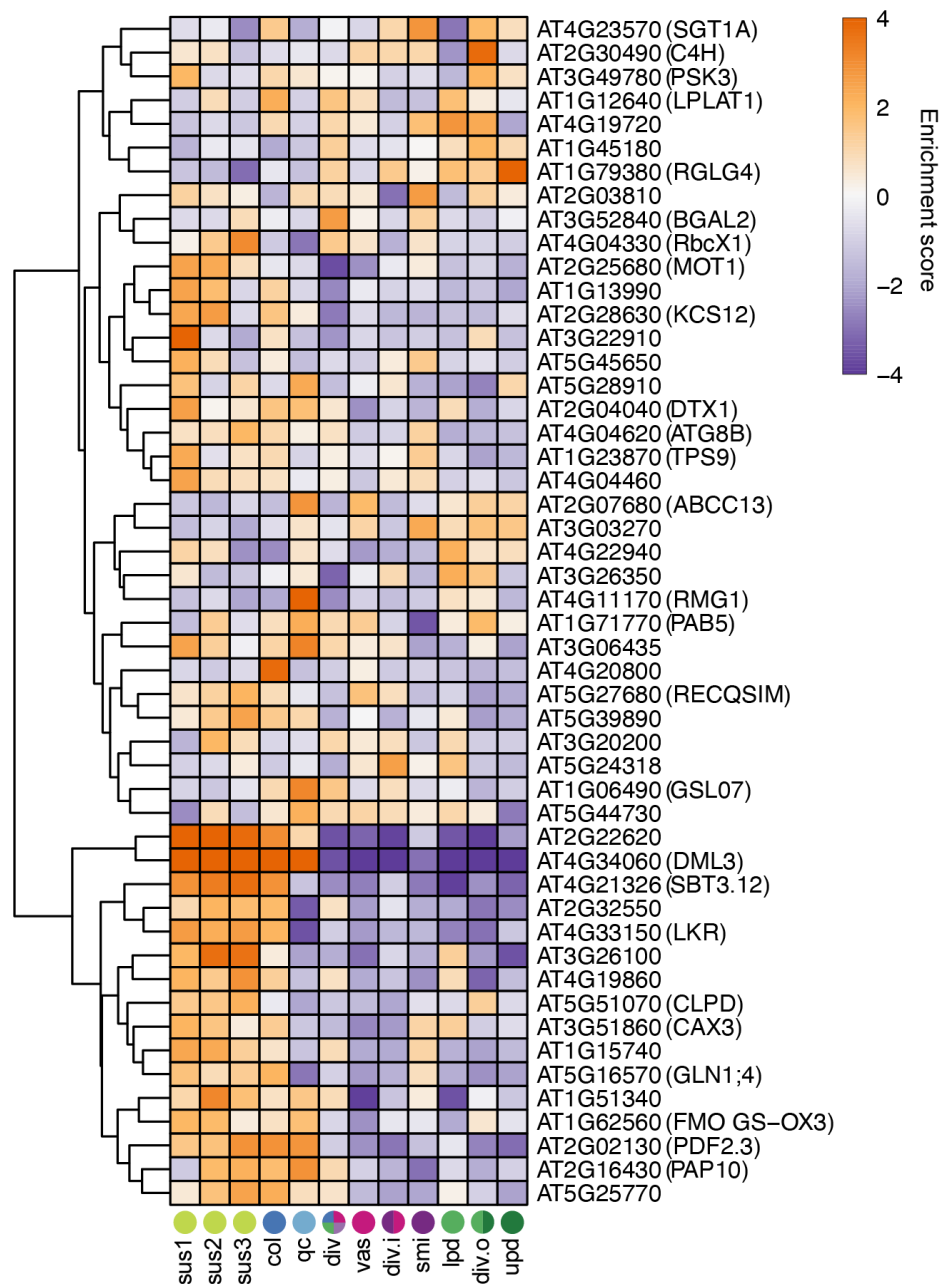

**Figure S6. RDD target candidate expression across embryonic cell types.**

Heatmap of enrichment scores for 50 ROS1/DML2/DML3 (RDD) targets detected in  $\geq 10\%$  nuclei in  $\geq 1$  cluster and with enrichment scores  $\geq 2$  in  $\geq 1$  cluster. Enrichment scores are colored according to the key. Gene names are indicated and cluster identities are marked and color-coded at the bottom. Cluster identities are as in Fig. 2G.

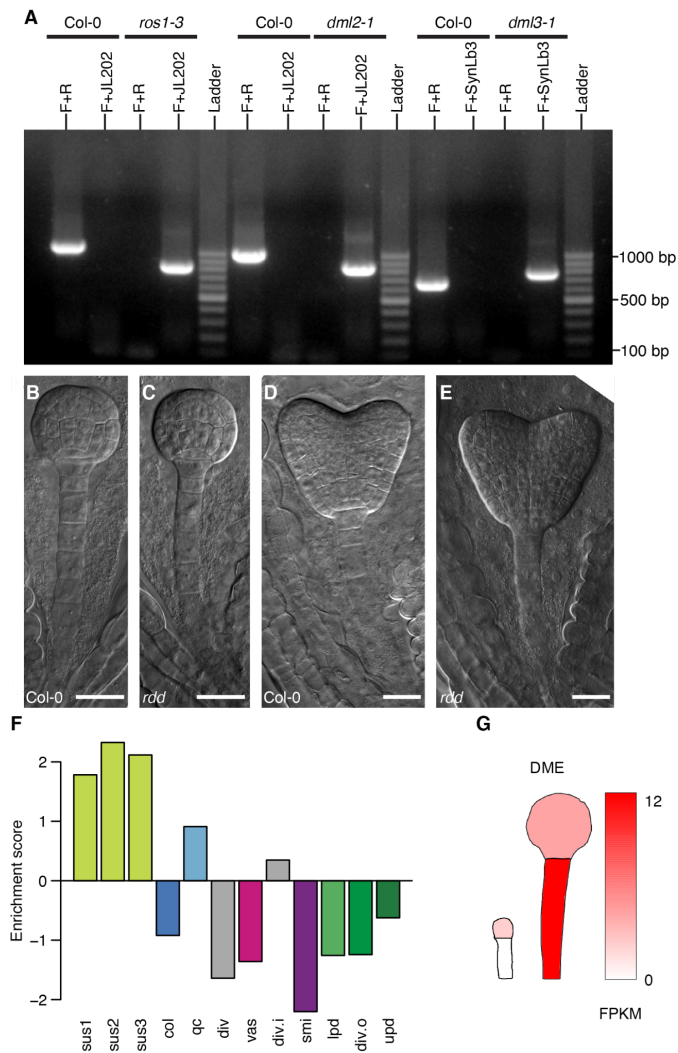

**Figure S7. Phenotypic characterization of *rdd* mutant embryos and *DME* expression across embryonic cell types.** (A) Genotyping PCR of characterized T-DNA insertions knock-out lines of *ROS1*, *DML2* and *DML3* in the *ros1-3 dml2-1 dml3-1* (*rdd*) triple mutant (Penterman et al., 2007). Gene-specific forward “F” and reverse “R” primers are indicated, as well JL202 and SynLB3 primers used to detect T-DNA insertions. (B-E) Representative Nomarski images of Col-0 and *rdd* mutant globular (B,C) and heart stage (D,E) embryos. In total, 84 and 76 embryos were examined for Col-0 and *rdd* genotypes, respectively. Scale bars = 20  $\mu$ m. (F) Bar plots illustrating enrichment scores of *DME* transcripts in 12 clusters corresponding to different embryonic cell types. Cluster identities are marked and color-coded at the bottom according to Fig. 2G. (G) Schematic representation of *DME* transcripts based on published mRNA-seq from apical and basal lineages in 1-cell and 32-cell stage embryos (Zhou et al, 2020). Transcript levels (FPKM; fragments per kilobase of transcript per million mapped reads) are colored according to the keys.

**Table S1. General information of snRNA-seq libraries and genes detected.**

[Click here to download Table S1](#)

**Table S2. Curated marker genes used for cell-type score calculation.**

[Click here to download Table S2](#)

**Table S3. Gene expression data and ranks.**

[Click here to download Table S3](#)

**Table S4. Gene ontology analyses results.**

[Click here to download Table S4](#)

**Table S5. Transcription factor motif correlations.**

[Click here to download Table S5](#)

**Table S6. Oligonucleotides used in this study.**

[Click here to download Table S6](#)

How the deposited data were processed for this re-analysis (not part of the article)

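The experiment measured RNA in single nuclei sorted from globular Arabidopsis embryos, with 744 Smart-seq2 libraries on 8 plates of 93 nuclei each. All plates are of 1 condition, so comparisons were made between classes of nuclei within plates, and the 8 plates are the replicates. The authors trimmed the reads, quantified transcripts with Kallisto against the Ensembl Plants transcripts of TAIR10, ERCC spike-ins and sGFP, and deposited 1 table per plate. Each table holds the estimated count of each gene in each nucleus, in whole numbers, as deposited without normalization. How transcripts were summed to genes and rounded is not stated in the paper's text. Tables of index sequences were not used here, and the paper's supplementary tables, with its assignment of nuclei to clusters, were not used here either.

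Of the features, 32222 are nuclear genes, and all of them matched a locus of the reference annotation of TAIR10.1. ERCC spike-ins had 466 counts in all retained nuclei. Non-coding RNA entries that Ensembl lists apart took 1.97% of the counts. Nuclei with at least 100000 counts and 1000 detected features were retained, the limits of the paper's methods. The retained nuclei of a plate held from 21257765 to 50998340 counts. Every interval and limit covers counting error only, since reads without molecular identifiers are not independent. No doublet caller was run, because nuclei were sorted 1 to a well, and no correction for free RNA was made.

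Nuclei were clustered on 31221 genes transcribed by RNA polymerase II, without the genes that the paper names and that are tested between classes. Limiting these to genes in at least 5% of nuclei left 13849. Counts were scaled to 1000000 per nucleus and log-transformed, and 1000 variable genes chosen by plate were standardized and capped at 5. Leiden clustering at a resolution of 1 ran on 15 principal components and 15 neighbours with scanpy 1.11.5 and igraph 0.11.9. A cluster was named after the marker class with the highest mean log2 difference, at least 0.5, if at least 3 markers of that class were detected at least 10 percentage points more often. The markers (59 genes in 8 classes), the tests, their alternatives and the rule for named genes were fixed before the data were examined. No marker is among the genes that the paper names and that are tested between classes. WOX8, a suspensor marker, is also ranked by the paper, so its rank here is not independent of the naming. The clustering settings and the naming limits were chosen after seeing the data, among 5 sets of settings, by how clearly the fixed markers named clusters. In 1 early look at a clustering, the levels of WOX5, JKD, FUS3, DML3 and ROS1 by cluster were also seen. The other sets are reported as alternatives that were added after seeing the data.

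Counts of each class were summed within each plate and tested with edgeR 4.0.16 (filterByExpr, TMM, glmQLFit, glmQLFTest) in R 4.3.3, with plate as a block, two-sided. Standard errors given with edgeR were derived as the size of the fitted log2 difference over the square root of the F statistic. They are thus not an estimate separate from the test. They and the p-values belong to the fitted difference, before the median gene is subtracted. P-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. Genes named in the text follow a rule set in advance. It covers genes that the paper's results or discussion gives as higher or lower in a lineage or cell type. Genes stated as not analysed here, such as JMJ16, AGO8 and the TBP genes, were left out of it. The rule also covers the 5 largest changes in each direction between suspensor-like and embryo-proper-like nuclei. These were taken among genes with an adjusted p-value under the threshold, a mean of at least 50 CPM and 1 direction on every plate. Alternatives were DESeq2 1.42.0, limma 3.58.1 on mean levels per nucleus, no filter on low counts, no plate block, stricter limits on nuclei, other clusterings, and leaving out each plate in turn. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used for the rest.

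The tests were tried on counts drawn from a negative binomial model with the gene rates of these sums and the dispersions that edgeR fitted to them. Plate effects with an SD of 0.3 in log2 were set, and known genes were raised or lowered. No class labels were shuffled in these trials. The dispersions come from edgeR, so the comparison of tools is not independent of it. At a set log2 difference of 2, edgeR recovered 3 of 192 genes in groups of the size of the suspensor comparison and 0 of 191 in those of the quiescent-center-and-columella comparison. At a set difference of 6 it recovered 76.4% and 20.9%, with 3 and 0 false calls. At that size the test without a plate block recovered 63.9% in the latter and limma 55.5%. DESeq2 made 604 false calls at a set difference of 2 and 568 at 6 for the suspensor comparison.

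Enrichment scores followed the paper's definition on scaled counts over 5 classes. Motif words were compared between the 250 top-ranked and 250 bottom-ranked genes by Fisher's exact test, with promoters taken from 500 bp upstream to 100 bp downstream of the annotated 5′ end because nanoPARE data were not used here. Detection shares were also computed with every nucleus thinned to 100000 reads. Tissue enrichment against published seed tissues, GO terms, evolutionary analyses, CIS-BP motifs, published targets of the glycosylases and RNA in situ hybridization were not analysed here. The results of 1 gene are not reported here. A comparison for shoot meristem initials was planned and not run, since no cluster could be named after them.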

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

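The tests of plate 4 and of single nuclei were chosen only after the results were seen. In each of 79 groups of 8 plates (plate measures and per-plate differences of named genes) the gap between an extreme plate and its nearest neighbour was divided by the range. It was above Dixon's critical value for 8 plates in 9 groups, where chance gives about 1 in 20, or 4. The experiment has 1 condition, so no biological explanation was tested for any of them.

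Plate 4 stood out by its seed-coat-like share of 30.1%, with the next plate at 15.1%. With every nucleus thinned to 100000 reads and clustered again its gap to the next plate was 0.456 of the range, under the critical value, and the share was 32.5%. Clustering all reads again with 2000 variable genes gave 0.334 of the range, and with 20 principal components as well 0.383, so the gap can shrink without any thinning and the test cannot decide on sequencing depth. The 25 seed-coat-like nuclei of plate 4 had reads of 24.7% of 36 embryo markers on average after thinning, against 21.8% in the embryo-like nuclei of the plate and 16.3% in seed-coat-like nuclei elsewhere. That fits wells that received an embryo and a seed coat nucleus together. The most abundant of these markers were PDF1, LTP1 and FDH, at 712, 561 and 408 CPM, and at 260.5, 418 and 656 CPM in seed-coat-like nuclei elsewhere, which had reads of 34 of the embryo markers. Other values leave it open. These nuclei had a median of 4667 detected features against 2956 elsewhere, and reads of 12% of 7 endosperm markers against 5.1%, with FWA and PHE1 most abundant at 61.7 and 39 CPM, although 4 of the endosperm markers also had reads in embryo-like nuclei of the plate. Seed coat markers stood at 57.2% and 59.5%. The reporter sGFP was detected in 8% of them and 16.1% of the plate's embryo-like nuclei, too few to decide. Nuclei sorted together, free RNA and a higher number of detected genes cannot be told apart with these values.

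The other cases are per-plate log2 differences of named genes. Between suspensor-like and embryo-proper-like nuclei, ENODL2 stood at 1.88 on plate 7 (nearest plate 7.23), where 1 embryo-proper-like nucleus held all of its counts in that class. AGO9 stood at −7.18 on plate 6 (nearest −2.60), where 1 of 15 suspensor-like nuclei had reads. MET1 stood at −0.59 on plate 5 (nearest −4.89), DME at 2.83 on plate 2 (nearest 1.69) and WRKY28 at 0.81 on plate 1 (nearest 4.57). For protoderm-like nuclei AT5G01870 stood at −2.12 on plate 6 (nearest 1.77). For vascular-like nuclei RGF8 stood at 7.12 on plate 5 (nearest 4.30), with 4 nuclei in the class there, and BAM1 at −0.49 on plate 8 (nearest 1.08). A candidate explanation is that 1 nucleus carries most counts of a class on the plate. The larger of the class shares held by 1 nucleus had a median of 83.1% over these 8 gene and plate pairs, against a median of 67.5% and a 75th percentile of 94.4% over the other 520 pairs. A median over 8 pairs set against the spread of single pairs cannot decide this. The larger share was 100% for ENODL2, AGO9 and RGF8, 92.2% for AT5G01870 and 74% for BAM1. It was 52.9% for MET1, 51.65% for DME and 40% for WRKY28. No nucleus thus held most counts of WRKY28 in either class, and for the other genes the explanation stays open.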

How the results depend on the processing

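The settings with equal numbers of nuclei per plate, with protoderm-like nuclei of 1 cluster, with another split of the genes and with other sets of clustering settings, and the motif alternatives for classes other than the suspensor-like one, were added only after the results were seen. The other alternatives were set in advance. The alternatives for a shoot-meristem-like class were not run, because no cluster was named so. No result changed direction past the threshold in any setting. Over single genes and the motifs of other classes, 1073 values under the alternatives set in advance kept their direction and side of the threshold, 30 moved past it and 43 fell under it, and of the added ones 245 kept them, 1 moved past it and 25 fell under it. Of 49 named genes past the threshold, each counted once per comparison, 33 kept their call in every alternative that tested them, and of 28 others 13 did. Where a change is given here, the cause was not tested unless a value shows it.

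With at least 50000 reads and 500 genes 643 nuclei passed, and with at least 200000 reads and 1500 genes 393 did, as the limits require. The seed-coat-like share was 18% with 2000 variable genes, 20 principal components and 10 neighbours and 17% with 2000 variable genes and a resolution of 2. It stayed within its interval at a resolution multiplied by 0.5 or by 2 and with 2000 variable genes. No cluster was quiescent-center-and-columella-like at a resolution multiplied by 0.5, with 2000 variable genes, or with these and 20 principal components. None was protoderm-like at a resolution multiplied by 0.5 or with 2000 variable genes, 20 principal components and 10 neighbours. Genes of these classes were compared with the classes of the main clustering only.

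Of all genes compared between suspensor-like and embryo-proper-like nuclei, DESeq2 called 4202 (1765 higher, 2437 lower) and limma 2404 (1035 higher, 1369 lower), against 1145 for edgeR. Most calls of DESeq2 on simulated data were false. The fits that each left out 1 plate called from 905 to 1098 genes, from 367 to 507 higher and from 501 to 611 lower. At a resolution multiplied by 0.5 the genes called higher were 56.3% of the calls in place of 43.3%, and 439 of the 496 remained. No gene was called in opposite directions in any setting. With class labels swapped within random sets of plates, 1 of 50 splits, the real one, gave as many genes, and the next gave 130.

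For the genes that the paper names for the suspensor or BCL, the count of 29 stayed within 1.5 times in every setting and ranged from 26 to 29 (31 to 34 adjusted over the list alone) when 1 plate was left out. Of the 50 splits, 1, the real one, gave as many. AHL1 was lost without plate 1, 4, 6, 7 or 8, BPC7 without plate 1, 3, 4, 6 or 8 and DCL3 without plate 4, 6 or 8 and in 3 of the 4 added clusterings. Over the fits that each left out 1 plate the adjusted p-values ranged from 0.0225 to 0.0858 for AHL1, from 0.0174 to 0.0805 for BPC7 and from 0.0271 to 0.091 for DCL3.

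For the protoderm list, 0 genes were called, with 6 at an unadjusted p under 0.05. DESeq2 called 5, the fit without a filter 2, limma 2 and equal numbers of nuclei 1, and leaving out 1 plate gave from 0 to 1, with AT5G01870 called without plate 6 (adjusted p = 0.0348, range over these fits 0.0348 to 0.771) and SCPL25 without plate 7 or plate 8 (range 0.0239 to 0.323, lowest without plate 8). Adjusted over the list alone, 5 became 2 with no plate block and 0 without the cluster led by DNA replication genes, which leaves fewer nuclei, and from 4 to 6 when 1 plate was left out. All 50 of 50 splits gave as many as the real one, as they must for a count of 0.

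For the vascular list, the stricter limits on nuclei called 1 gene in place of 4, and leaving out 1 plate gave from 2 to 4 (4 to 5 over the list alone), lowest without plate 3 or plate 8, which lost AT3G15720 (adjusted p from 0.00037 to 0.182 over these fits) and RGF8 (from 0.0308 to 0.135), the latter also lost without plate 1, 4, 5, 6 or 7. Over the list alone the fit without a filter called 7, since it could also test GATA20, DOF6 and PEAR1. Of 50 splits 1, the real one, gave as many genes.

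For the list of quiescent center and columella initials, DESeq2 called 7 and equal numbers of nuclei 1, in place of 4, and leaving out 1 plate gave from 3 to 5. Over the list alone the counts were 6 with DESeq2, 5 with limma, 6 with equal numbers of nuclei and from 3 to 5 without 1 plate, against 3. Without plate 5, DME was called lower (adjusted p = 0.042, range over these fits 0.042 to 0.297), and RGF8 was lost without a filter, with equal numbers of nuclei and without plate 1, 2, 3, 4 or 7 (range 0.0146 to 0.132). Of 50 splits 1, the real one, gave as many. The sums of this class hold as few as 3 nuclei per plate, which limits what the test can call. For the dividing list, MAD2 and TPX2 were called in every setting, and 10 of 50 splits gave as many genes, so a count of 2 alone does not set this comparison apart from random splits.

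GATA20, DOF6 and PEAR1 were found together in 0 nuclei after thinning. Their pairs kept ratios above 1, but with 1 nucleus each the depth allows no firmer statement. The odds ratio of the L1 box in suspensor-like promoters was 3.35 with 100 genes at each end and then past the threshold, and that of the telobox was 0.622 with promoters from 1000 bp upstream to the 5′ end, without the 100 bp downstream, and then no longer past it.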

Differences from the paper's values

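None of the counts and means set beside the paper's in this paragraph differs by more than 1.5 times. The paper counts 24591 detected genes, a mean of 440289 reads and 2576 genes per library, 13893 genes with an enrichment score and 486 nuclei after removal of seed coat nuclei. Here these were 22306 features, 545623 counts, 2775 features, 12430 genes and 467 nuclei. With limits of 50000 reads and 500 genes the mean was 474017 counts, and over all wells without limits it was 413739, the closest to the paper's mean.

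The paper gives HAC1, COBL6, WOX9 and BPC5 as enriched in the suspensor or BCL, and JMJ22, AGO1 and AGO5 as enriched in the embryo proper or its shoot meristem initials. All had the paper's direction here, but none was past the threshold, with adjusted p-values of 0.668, 0.0673, 0.225, 0.444, 0.33, 0.159 and 0.0912. DESeq2 called COBL6, JMJ22, AGO5, WOX9 and BPC5, limma on mean levels COBL6, JMJ22, AGO5 and WOX9, the fit without a filter COBL6 and AGO5, and the fit with no plate block AGO5. No setting called HAC1 or AGO1.

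The paper gives AT3G13690, AT4G29020, SCPL25, AT5G01870, AT1G04880, KAN1, ATML1 and PDF2 as high in protoderm clusters. Here 8 of 8 were higher in protoderm-like nuclei and 0 were past the threshold, with 6 at an unadjusted p under 0.05. DESeq2 called AT4G29020, SCPL25, AT5G01870, AT1G04880 and KAN1, limma and the fit without a filter AT4G29020 and SCPL25, the fit without plate 6 AT5G01870, the fits without plate 7 or 8 SCPL25, and equal numbers of nuclei, chosen after seeing the values, SCPL25.

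The paper places BAM1 and BAM2 among the top genes of vascular initials. BAM1 ranked 112 and BAM2 590, with fitted log2 differences of 1.17 and −0.28, neither past the threshold, and DESeq2 called BAM1. Equal numbers of nuclei, chosen after seeing the values, gave BAM2 as higher at 4.57 (adjusted p = 1). For GATA20, DOF6 and PEAR1, which the paper finds specific to the vascular cluster, no test could be made in the main setting. Without a filter they were higher with adjusted p-values of 0.478, 0.271 and 0.421 over all genes and past the threshold over the list alone. GATA20 could also be tested without plate 1 and without plate 8. Over the list alone it was past the threshold without plate 1 (adjusted p = 0.0101) but not without plate 8 (adjusted p = 0.0812). In all, 14, 10 and 12 nuclei had reads of GATA20, DOF6 and PEAR1.

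Of 13 genes that the paper gives as high in quiescent center or columella initials, 7 had a positive fitted difference from all other nuclei. The median gene lay at −5.20. AT5G01870 was lower, at −8.25, past the threshold. AT1G80133, AT2G42660, AT3G54780 and GH3.2 were higher without passing it, and DESeq2 and limma called AT1G80133. ROS1, DML2, DML3, DME and FUS3 had negative fitted differences of −1.62, −0.33, −0.21, −1.91 and −3.02, none past the threshold, and with equal numbers of nuclei, chosen after seeing the values, they were −1.14, 0.63, 0.88, −0.77 and −2.31, none past the threshold, so that ROS1, DME and FUS3 stayed lower there and also lay below the median gene, at 0.16. DESeq2 called ROS1 and FUS3 lower, and the fit without plate 5 DME lower. The other nuclei include the 152 suspensor-like ones, where these genes were higher than in the embryo-proper-like nuclei. They also include the 67 seed-coat-like nuclei. Of these 67.2% had reads of ROS1, 70.15% of DML2, 52.2% of DML3, 67.2% of DME and 35.8% of FUS3. By enrichment score, which gives each class equal weight, the 5 genes had the paper's direction in this class, with positive scores and ranks of 3465, 687, 13, 4427 and 490.

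The paper gives AT3G13230 as high in dividing clusters. In dividing-like nuclei its fitted difference was −2.05, not past the threshold in any setting over all genes. The paper ranks KAN1 and WOX8 first in a cluster each and JKD second, and here their best ranks were 24, 21 and 3.

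The paper finds the WOX motif concentrated in BCL clusters, the W-box and RY motif overrepresented in BCL clusters, and HD-ZIP sites in protoderm clusters. Here the odds ratio of the WOX word was 1.18 in the suspensor-like class, those of the W-box and RY motif were 1.03 and 1.22 in the quiescent-center-and-columella-like class, and that of the L1 box was 1.0 in the protoderm-like class, none past the threshold in any setting. In the suspensor-like class the W-box and RY motif were past it. The paper's statement that RKD5 is preferentially expressed in shoot meristem initials could not be tested, and its detection share was highest in suspensor-like nuclei, at 22.4%.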

Other observations

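The tests of the pre-rRNA spacer were chosen only after the result was seen, and that of sums over few nuclei was set before its result was known. AT3G06355, a feature on chromosome 3 from 14199575 to 14200076 in an rRNA gene, took 8.38% of all counts in retained nuclei, and the paper does not report on it. It spans the internal spacers and the 5.8S gene, so its reads are not of spacer alone. It took 4.71 ± 1.97% of counts in suspensor-like, 15.2 ± 7.44% in protoderm-like, 17 ± 6.58% in vascular-like and 4.8 ± 3.36% in seed-coat-like nuclei (SD over 8 plates). Between suspensor-like and embryo-proper-like nuclei the mean log2 ratio of its share was −1.63 (SD 0.54), lower on 8 of 8 plates (exact sign-flip permutation test, two-sided, p = 0.00781, the smallest p that 8 plates allow, and 0.0156 adjusted over 10 such comparisons).

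Read depth is argued against, since deeper and shallower embryo-proper-like nuclei of a plate differed by 0.0793 only. Reads of mature rRNA were lower too, with 18S at −1.09, but the ratio of the spacer feature to 18S still differed by −0.54, lower on 7 of 8 plates, so mature rRNA is not the whole cause. Other RNA in the denominator is not the whole cause either, since it cancels in that ratio. Both may be part of it. Set against genes transcribed by RNA polymerase II alone the difference was −1.84, which decides nothing, since these genes are 97.5% of the nuclear counts without the spacer feature and more of their RNA in suspensor-like nuclei would give the same. A lower rate of rRNA transcription in the suspensor stays open as a hypothesis, found and tested on the same data, and so does a difference in how nuclei of each class keep rRNA through sorting, which was not tested.

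In the comparison of quiescent-center-and-columella-like with all other nuclei 6201 of 13465 genes (46%) were lower and 15 higher. Genes outside the paper's lists could take part in the clustering, so these counts are not independent of the classes. Sums over few nuclei are a candidate cause, because a gene read in few nuclei is often at 0 in a small sum. With equal numbers of nuclei on both sides of each plate 0.0256% of 3909 tested genes were lower, and the median gene moved from −5.20 to 0.16. The excess of lower genes is thus in line with small sums. The call of AT5G01870 as lower was lost with equal numbers as well (adjusted p = 0.799), but its difference did not shrink with the others and was −7.85.

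The reporter transcript sGFP was detected in 29.9% of protoderm-like, 18.6% of vascular-like, 12.5% of dividing-like, 8.55% of suspensor-like, 5.88% of quiescent-center-and-columella-like and 5.97% of seed-coat-like nuclei. Thinned to equal depth, the first and the last share were 26.2% and 4.48%. Mitochondrial genes took a share of counts that differed between suspensor-like and embryo-proper-like nuclei by a mean log2 ratio of −0.44, lower on 6 of 8 plates (exact sign-flip permutation test, two-sided, p = 0.0938).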
